# Synergism between IL7R and CXCR4 drives BCR-ABL induced transformation in Philadelphia chromosome-positive acute lymphoblastic leukemia

**DOI:** 10.1038/s41467-020-16927-w

**Published:** 2020-06-24

**Authors:** Hend Abdelrasoul, Anila Vadakumchery, Markus Werner, Lennart Lenk, Ahmad Khadour, Marc Young, Omar El Ayoubi, Fotini Vogiatzi, Markus Krämer, Vera Schmid, Zhengshan Chen, Yasar Yousafzai, Gunnar Cario, Martin Schrappe, Markus Müschen, Christina Halsey, Medhanie A. Mulaw, Denis M. Schewe, Elias Hobeika, Ameera Alsadeq, Hassan Jumaa

**Keywords:** Cancer, Immunology

## Abstract

Ph^+^ acute lymphoblastic leukemia (ALL) is characterized by the expression of an oncogenic fusion kinase termed BCR-ABL1. Here, we show that interleukin 7 receptor (IL7R) interacts with the chemokine receptor CXCR4 to recruit BCR-ABL1 and JAK kinases in close proximity. Treatment with BCR-ABL1 kinase inhibitors results in elevated expression of IL7R which enables the survival of transformed cells when IL7 was added together with the kinase inhibitors. Importantly, treatment with anti-IL7R antibodies prevents leukemia development in xenotransplantation models using patient-derived Ph^+^ ALL cells. Our results suggest that the association between IL7R and CXCR4 serves as molecular platform for BCR-ABL1-induced transformation and development of Ph^+^ ALL. Targeting this platform with anti-IL7R antibody eliminates Ph^+^ ALL cells including those with resistance to commonly used ABL1 kinase inhibitors. Thus, anti-IL7R antibodies may provide alternative treatment options for ALL in general and may suppress incurable drug-resistant leukemia forms.

## Abstract (web summary)

Emergence of ABL1 kinase inhibitor resistant clones may cause disease relapse in Philadelphia chromosome-positive acute lymphoblastic leukemia. Here, the authors show interleukin 7 receptor (IL7R) signaling to contribute to this resistance mechanism, and that targeting the IL7R pathway may suppress incurable drug-resistant leukemia forms.

## Introduction

The Philadelphia chromosome (Ph) is the most frequent abnormality among adults with acute lymphoblastic leukemia (ALL) (25–30%) and results in *BCR-ABL1* fusion gene^1^. Furthermore, 3–5% of children harbor this translocation which is associated with a poor prognosis^2,3^. As this oncogene confers constitutive kinase activity, addition of tyrosine kinase inhibitors (TKIs) such as imatinib mesylate to intensive chemotherapy has improved the outcome of BCR-ABL1-positive leukemia to a 5-year disease-free survival rate in children (70 ± 12%, *n* = 28)^3^. Nevertheless, Ph^+^ ALL patients still suffer from poor prognosis in both children and adults as relapse frequently occurs after stem cell transplantation. A deep understanding of the molecular mechanisms which are associated with BCR-ABL1 transformation is of high importance in order to provide better treatment for these patients and to overcome TKI-resistance. Recently, our group has shown that interleukin 7 receptor (IL7R) is widely expressed in B cell precursor-ALL (BCP-ALL), and that high expression levels of IL7R are correlated with central nervous system involvement (CNS) and may predict CNS-relapse^4^.

The cytokine IL7 binds to IL7Rα chain that hetero-dimerizes with the common gamma chain (γc) to form the IL7 receptor and induces the kinase activity of JAK1/JAK3^5^. Alternatively, the IL7Rα chain hetero-dimerizes with the cytokine receptor-like factor 2 (CRLF2) to form the thymic stromal lymphopoietin receptor and mediate activation of JAK1/JAK2^6^. The constitutive expression of IL7R^7,8^ in ALL together with the high frequency of mutations affecting IL7R signaling point to a key role of IL7R in disease pathogenesis^9–11^. Thus, investigating the regulation of IL7R function is important for understanding its role in the pathogenesis of ALL. Moreover, characterizing the molecular interaction of IL7R might provide crucial insights into the mechanisms of malignant transformation.

Available data suggest that IL7R expression is controlled by the Forkhead box transcription factor 1 (FOXO1) in lymphocytes^12^. Importantly, FOXO1 is essential during early B cell development and its activity is negatively regulated by phosphatidylinositol-3-kinase (PI3K) signaling^13^. Therefore, FOXO1 function depends on the lipid phosphatase PTEN (phosphatase and tensin homolog) which counteracts PI3K function^14^.

The C-X-C chemokine receptor 4 (CXCR4) is a G-protein-coupled receptor which is widely expressed on hematopoietic stem cells and hematopoietic cancers. Together with its ligand CXCL12 (also known as stromal-derived factor 1), CXCR4 plays an important role in tumorigenesis by regulating survival, migration, homing, and interaction of leukemia cells with their microenvironment^15^. High CXCR4 protein expression is correlated with an increased risk of relapse and poor outcome in pediatric ALL patients^16^. Interestingly, CXCL12 was initially identified as a soluble factor that collaborates with IL7 to activate the proliferation of progenitor B cells^17,18^.

In this study we have investigated the molecular mechanisms, which are regulated by the oncogenic kinase BCR-ABL1 and are required for malignant transformation or for rescue from kinase inhibitor treatment. We show that IL7R and CXCR4 interact on the cell surface and that both are crucial for malignant transformation of early B cells by BCR-ABL1. Importantly, we show that anti-IL7R antibody can efficiently eliminate inhibitor-resistant Ph^+^ patient ALL in preclinical xenograft model.

## Results

### BCR-ABL1 alters IL7R and CXCR4 regulated genes expression

To better understand the molecular mechanisms regulating BCR-ABL1-induced transformation and the development of Ph^+^ ALL, we performed RNA-sequencing (RNA-Seq) and compared transcriptome profile of transformed cells with wildtype (WT) pre-B cells. To this end, six individually generated control WT pre-B cell lines and six BCR-ABL1-transformed pre-B cell counterparts were analyzed. 

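RNA of 12 pre-B cell lines was sequenced. Pre-B cells are B lymphocyte precursors that depend on interleukin 7 (IL7) in culture. The marrow of 2 mice was cultured for 7 days with IL7, and the cells of each mouse were then transduced to give 3 lines with an empty vector (EV) and 3 lines with BCR-ABL1, the fusion kinase of the Philadelphia chromosome. After 48 h, IL7 was withdrawn for 1 week from the BCR-ABL1 lines, whereas the EV lines kept IL7 and were sorted for GFP, the marker of the vector. IL7 withdrawal and BCR-ABL1 therefore coincided in all 12 lines. The lines are named by mouse and letter, and EV line 2C is an EV line of mouse 2. Libraries were made from total RNA with a strand-specific kit, and the paper states paired-end reads of 150 bp, about 100 M per sample. The authors counted reads on genes and deposited these counts without normalization. The paper's text names neither the aligner nor the genome build. Counts on genes summed to between 34791011 and 64547911 per EV line (median 53482987) and to between 45230023 and 66011225 per BCR-ABL1 line (median 51773506). Their mean over the 12 lines was 53365093. Whether reads or read pairs were counted is not stated in the paper's text, and all values given here use these counts on genes. The lowest total belonged to EV line 2A.
The table lists 51826 mouse genes by Ensembl identifier, of which 51633 were given a symbol by the GENCODE M21 annotation of GRCm38. A human BCR-ABL1 transcript is not among them. Mouse Abl1 had a log2 fold change of 0.15 (standard error 0.06, adjusted p = 1) and mouse Bcr one of -1.17 (standard error 0.16, adjusted p = 0.00296), both from the edgeR test described next. Genes that passed edgeR's filterByExpr were tested, 15038 in all. Counts were normalized by the TMM method and are given as CPM, that is, scaled to equal library size. BCR-ABL1 lines were compared with EV lines by glmTreat on edgeR's quasi-likelihood fit, which asks whether a change exceeds 1.5-fold. Genes with a Benjamini-Hochberg adjusted p (FDR) under 0.05 over all tested genes were called different. Standard errors of log2 fold changes were taken from the spread of log2 CPM between lines. Counts of 3 or fewer in a line were treated as no more than background. The choices that could change these values are the gene filter, the test and whether mouse enters the model. Lines of one mouse and condition differed by a biological coefficient of variation of 0.0950 for EV and 0.0844 for BCR-ABL1 in mouse 1, and of 0.386 for EV and 0.103 for BCR-ABL1 in mouse 2.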

Global transcription profile based principal component analysis (PCA) showed clear segregation of WT and BCR-ABL1-transformed cells (cumulative explained variance = 86.1%; Supplementary Fig. 1a). 

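Principal components were computed from log2 CPM with a prior count of 2, centred and not scaled, over the tested genes. PC1 explained 61.4% of the variance and PC2 17.8%, or 79.2% together, and with PC3 the sum was 87.1%. The 6 BCR-ABL1 lines had PC1 scores between 67.8 and 79.1, and all 6 EV lines had negative scores. Among these, EV lines of mouse 1 lay between -119 and -114, and EV lines of mouse 2 between -38.4 and -20.4. The separation was tested with pseudo-F, the ratio of variance between the groups to variance within them. It was 12.1 for EV against BCR-ABL1, the largest among all splits of the 12 lines into 6 and 6 (exact permutation test, p = 0.00216, the smallest p these splits can give). With mouse as the replicate block, so that lines were exchanged only within a mouse, the same 12.1 was again the largest (exact permutation test, p = 0.005, the smallest possible). Splitting the lines by mouse instead gave a pseudo-F of 2.23. Euclidean distances in log2 CPM were 144 to 208 between EV and BCR-ABL1 lines, 150 to 163 between EV lines of different mice and 83.6 to 92.1 between BCR-ABL1 lines of different mice. The distances between conditions thus overlapped those between EV lines of different mice. Restricting the analysis to the genes called different moved PC1 most, to 83.8%.

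**Figure D1:**
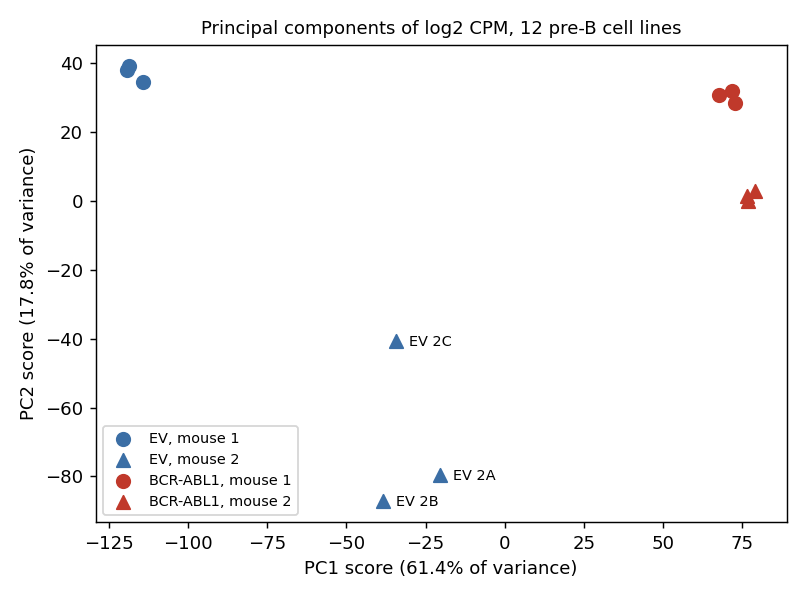
Scores of the 12 lines on principal components 1 and 2 of log2 CPM, each axis labelled with its percent of variance; each point is 1 line, with condition and mouse given in the key. The BCR-ABL1 lines lie at PC1 scores of 67.8 to 79.1, and the EV lines of the 2 mice lie apart from each other at negative scores.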

Gene Ontology (GO) analysis for biological processes was performed and genes which were differentially regulated between the two groups were further investigated, particularly genes related to lymphocyte activation, proliferation, and migration (Fig. 1a and Supplementary Data 1). 

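Of the tested genes, 901 were higher and 976 were lower in BCR-ABL1 lines at FDR under 0.05 by glmTreat, so that 48.0% of the called genes were higher. The test against no change in place of 1.5-fold moved these counts most, to 3389 and 3897. In mouse 1 lines alone 2512 genes were higher and 1877 lower (57.2% higher), and in mouse 2 lines alone 614 were higher and 408 lower (60.1% higher). No gene was called in 1 of these comparisons in the opposite direction to its call over all 12 lines. That check does not set the mice against each other, and opposite effects may cancel over all lines. For 2536 genes the effect differed between the mice (edgeR interaction of mouse and condition, FDR under 0.05). Of these, 1292 had mean log2 CPM changes of opposite sign in the 2 mice. Leaving out EV line 2C gave 1353 higher and 1434 lower genes, whereas each of the other 11 omissions gave 807 to 1013 higher and 802 to 937 lower genes. The GO terms themselves are not analysed here.
The largest changes among called genes with an average log2 CPM of at least 1, and with all BCR-ABL1 lines beyond all EV lines, were the following. Erg, which encodes an ETS transcription factor and lies on chromosome 16 of GRCm38 from 95359169 to 95586593, had a log2 fold change of 10.02 (standard error 0.56, FDR = 2.27e-06 by edgeR). Its level was 46.3 CPM or more in every BCR-ABL1 line and 0.358 CPM or less in every EV line. Armcx4 and Col5a2 rose by 9.10 and 8.83 on the log2 scale. For Ly6f and Ccn3 no EV line exceeded 3 counts, and the genes were at least 277-fold and at least 178-fold higher in BCR-ABL1 lines. Ccn3 was at 17.8 to 18.6 CPM in the BCR-ABL1 lines of mouse 1 and at 1.87 to 3.27 CPM in those of mouse 2. Among the genes that fell, Csmd1 (chromosome 8, 15892537 to 17535586) had 3 or fewer counts in every BCR-ABL1 line and was at least 754-fold lower. Its EV lines reached 70.9 CPM in mouse 1 and were at 10.9 to 25.0 CPM in mouse 2. Loxhd1 was at least 222-fold lower by the mean of the EV lines, which rests on mouse 1 (20.2 to 26.5 CPM, against 0.451 to 4.25 CPM in mouse 2). Edil3, Nyx and the light chain segment Igkv3-12 had log2 fold changes of -9.98, -9.39 and -8.13. Reads of Igkv3-12 could be shared with related V segments, so its value is uncertain.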

The analysis showed a differential regulation in multiple signaling pathways related to IL7R signaling (Fig. 1a and Supplementary Fig. 1b). 

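All 42 genes of the heatmap in Fig. 1a passed the count filter. At the threshold given for the whole data set, 17 were higher and 15 lower in BCR-ABL1 lines, and with p-values adjusted over the list alone these counts were 21 and 19. The study chose this list on the same libraries, so neither count is independent evidence. The 10 genes not called over all genes were Il2ra, Fyn, Irf4, Cd46, Ptpn6, Ptpn22, Il4ra, Il6st, Itgal and Tyro3. With mouse as replicate block 21 were higher and 17 lower, Cd46, Il4ra, Il6st, Itgal, Ptpn22 and Tyro3 being called in addition. Jak3, the kinase that binds the common gamma chain of the IL7 receptor, had a log2 fold change of -1.04 (standard error 0.11, FDR = 0.00198 by edgeR's glmTreat). The gene lies on chromosome 8 of GRCm38 from 71676296 to 71690575. Its range was 72.2 to 96.4 CPM in EV lines and 32.6 to 47.7 CPM in BCR-ABL1 lines. Pik3cd, which encodes the catalytic subunit p110 delta of PI3 kinase (chromosome 4, 149649168 to 149702571), had a log2 fold change of 1.85 (standard error 0.08, FDR = 8.04e-07). Its 6 BCR-ABL1 lines had 975 to 1137 CPM and its 6 EV lines 251 to 341 CPM. Socs5 fell by 1.77 on the log2 scale, and Cdkn2a rose by 5.77. For 11 of the 42 genes the change differed between the 2 mice (edgeR interaction of mouse and condition, FDR under 0.05). Zap70 was one of them, with an overall log2 fold change of -2.46 (FDR = 0.0147), 15.5 to 19.7 CPM in the BCR-ABL1 lines of mouse 1 and 2.45 to 3.11 CPM in those of mouse 2.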

To assess the importance of IL7R signaling related pathways and processes in BCR-ABL1, we performed Gene Set Enrichment Analysis (GSEA) on IL7R related KEGG and REACTOME MSigDB gene sets (Broad Institute, Inc., Massachusetts Institute of Technology (MIT), and Regents of the University of California). Of the eight gene sets analyzed, five showed statistically significant upregulation in BCR-ABL1 as compared with control samples (false discovery rate (FDR) < 0.25; Fig. 1b, Supplementary Fig. 1b, and Supplementary Table 1). 

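GSEA was run on 14 gene sets. Of these, 12 were mouse Reactome pathways on cytokine, chemokine and PI3 kinase signaling, and the others were lists of JAK-STAT and CXCR4 pathway genes written by hand for this purpose. The KEGG and MSigDB sets named in the paper are not used here, so the scores are not those of the same sets. Genes were ranked by the signal-to-noise ratio of CPM and p-values were taken from all labelings of the 12 lines. At FDR under 0.25 over the 14 sets, 12 sets were higher in BCR-ABL1 lines. Interleukin-6 signaling (9 tested genes) had a normalized enrichment score (NES) of 1.76 and an FDR of 0.0390. Signaling of G beta:gamma through PI3K gamma (8 genes) had an NES of 1.69 and an FDR of 0.0365. The sets for interleukin receptor SHC, interleukin-2, interleukin-3, 5 and GM-CSF, interleukin-1, PI3K cascade and PI3K AKT signaling had NES between 1.33 and 1.50 and FDR between 0.131 and 0.184. Their permutation p lay between 0.0541 and 0.152, so none was under 0.05. In the same order, 7 of 21, 15 of 35, 17 of 38, 19 of 37, 22 of 43 and 16 of 46 of their genes had positive log2 fold changes. Interleukin-7 signaling, of which 5 genes were tested, scored negative, with an NES of -1.42 and an FDR of 0.172, and all 5 of its genes had negative log2 fold changes. Chemokine receptors bind chemokines had an NES of -0.757 and an FDR of 0.788, although 6 of its 8 genes had positive log2 fold changes. Scores depended on the weight given to the ranking. With weight 0 in place of 1, 0 sets were higher at FDR under 0.25 and 0 at a nominal p under 0.05. With camera, which tests a set against other genes with a preset correlation of 0.01, 0 sets were higher at either level, and with fry, which tests the genes of a set by themselves, 7 were. In the interleukin-6 set 3 of the 9 genes had positive log2 fold changes, and it was not among the sets higher under fry (FDR = 0.657). Interleukin-7 signaling was lower in all alternatives. Its FDR was above 0.25 with weight 0 (0.898), camera (0.350) and genes ranked on log2 CPM (0.384). In the others it was under 0.25, such as 0.000513 with fry and 0.0114 without a gene filter. The chemokine receptor set was positive with weight 0, camera, fry and log2 CPM, and negative in the other alternatives. Only log2 CPM, chosen after seeing the data, put its FDR under 0.25 (0.205).

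**Figure D2:**
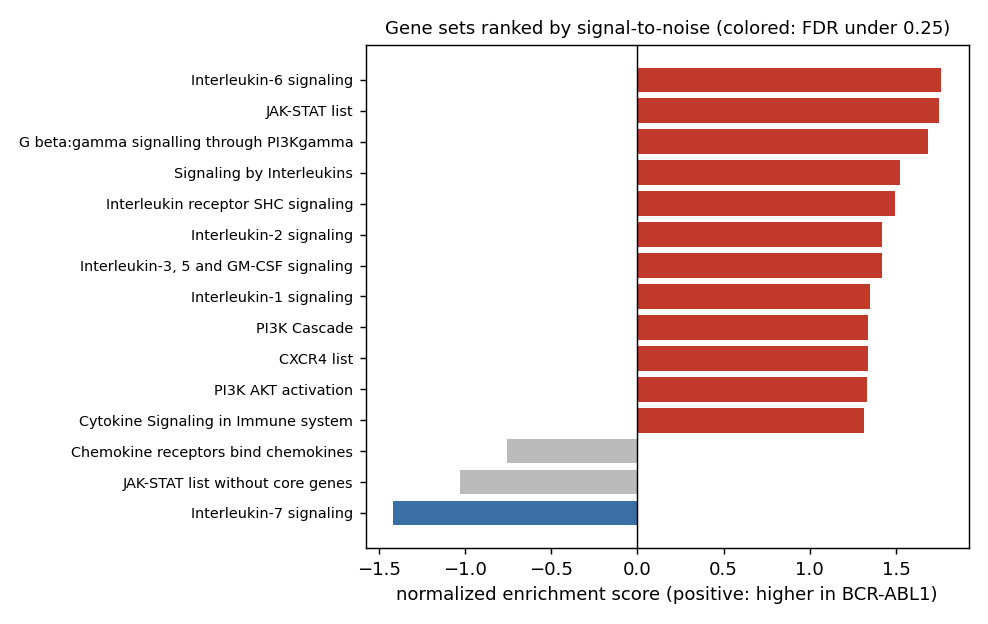
Normalized enrichment scores of the 14 gene sets and of the JAK-STAT list without core genes, the genes that Fig. 1b picked on these libraries. Positive scores mean higher in BCR-ABL1 lines; red and blue bars have an FDR under 0.25 and grey bars do not. Interleukin-6 signaling and the JAK-STAT list have the highest scores, and interleukin-7 signaling has the lowest.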

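The hand-written JAK-STAT list holds 124 genes, of which 87 were tested. It scored an NES of 1.75 (permutation p = 0.0173 over all labelings, FDR = 0.0269), the lowest FDR of the 14 sets. Signaling by Interleukins (89 tested genes) had an NES of 1.53 (permutation p = 0.0152, FDR = 0.123), and Cytokine Signaling in Immune system (188 tested genes) one of 1.32 (permutation p = 0.175, FDR = 0.147). Only part of the JAK-STAT list was called. In the JAK-STAT list 17 genes were called higher and 7 lower by glmTreat over all genes, or 19 and 9 adjusted over the list alone and 22 and 7 with mouse as replicate block, and its median log2 fold change was -0.05. The medians of the interleukin and cytokine sets were -0.02 and -0.02. The JAK-STAT list includes 26 tested core genes that Fig. 1b picked on these libraries. Without them the remaining 61 genes had an NES of -1.03 (permutation p = 0.498, FDR = 0.653), with 15 genes positive. All 26 removed genes had positive changes in the libraries they were chosen on, so their removal lowers the score of the rest, which is no evidence of a fall. The whole list was higher under fry (FDR = 0.0575), and camera gave an FDR of 0.802. Over the alternatives the FDR of the whole list ranged from 0.000160 to 0.802.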

Interestingly, genes involved in JAK/STAT signaling, signaling by interleukins, and cytokine signaling were among the most significantly altered gene sets (Fig. 1b and Supplementary Fig. 1b). CXCR4 pathway, though not statistically significant, showed positive correlation to the BCR-ABL1-transformed samples (Supplementary Fig. 2). In addition, the expression of several cytokine signaling regulators such as the transcription repressor *Bcl6* as well as several phosphatases including *Ptpn6*, *Ptpn22*, and *Dusp10* were deregulated by BCR-ABL1 (Fig. 1a). 

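The CXCR4 list, written by hand from genes of chemokine receptor signaling (50 of 55 tested), had an NES of 1.34 (permutation p = 0.136 over all labelings, FDR = 0.162). The p-value did not reach 0.05, whereas the FDR lay under the 0.25 used for gene sets. Called genes were 5 higher and 2 lower, and the same 5 and 2 adjusted over the list alone. With mouse as replicate block they were 8 higher and 2 lower. The median log2 fold change was -0.04, and 24 of the 50 genes were positive. The FDR was above 0.25 with weight 0 (0.630, NES 0.866), with camera (0.802) and with fry (0.438). With mouse as replicate block, fry gave an FDR of 0.191. It was 0.0334 without a gene filter (permutation p = 0.05). With genes ranked on log2 CPM, an alternative chosen after seeing the data, it was 0.00201 (NES 1.78, permutation p = 0.00216). Cxcl12, the ligand of CXCR4, was not tested, since no line had more than 4 counts of it.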

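Bcl6, which encodes a transcriptional repressor and lies on chromosome 16 of GRCm38 from 23965052 to 23988852, was at 40.1 ± 14.6 CPM (SD, n = 6) in EV lines and at 2.37 ± 0.576 CPM (SD, n = 6) in BCR-ABL1 lines. Its log2 fold change was -4.08 (standard error 0.37, FDR = 1.31e-05 by edgeR's glmTreat), and all BCR-ABL1 lines lay below all EV lines (two-sided exact permutation test, p = 0.00216, the smallest p that 6 lines against 6 allow). The permutation test, here and for the next 3 genes, treats lines of the same mouse as independent. Dusp10, a MAP kinase phosphatase gene (chromosome 1, 184013302 to 184075636), fell from 13.0 ± 5.14 CPM (SD, n = 6) to 3.45 ± 0.507 CPM (SD, n = 6). The log2 fold change was -1.92 (standard error 0.22, FDR = 0.000459; exact permutation p = 0.00216).
Ptpn6, which encodes the phosphatase SHP-1 (chromosome 6, 124720707 to 124738714), was at 335 ± 81.6 CPM (SD, n = 6) in EV lines and at 182 ± 11.6 CPM (SD, n = 6) in BCR-ABL1 lines. The log2 fold change of -0.88 (standard error 0.17) was larger than its spread between lines (exact permutation p = 0.00433), but not beyond 1.5-fold at the threshold (FDR = 0.0694 by glmTreat). EV line 2C, at 199 CPM, was below BCR-ABL1 line 2A, at 201 CPM. Without EV line 2C the log2 fold change was -0.99 and the FDR 0.00138. Against no change instead of 1.5-fold, the FDR of Ptpn6 was 0.000669, and over all alternatives the FDR ranged from 2.66e-05 to 0.826.
Ptpn22 (chromosome 3, 103859795 to 103912247) was low, at 5.01 ± 2.51 CPM (SD, n = 6) in EV lines and 2.18 ± 1.65 CPM (SD, n = 6) in BCR-ABL1 lines. Its log2 fold change of -1.20 (standard error 0.62) was within the spread between lines (exact permutation p = 0.0606; FDR = 0.359 by glmTreat). The lines of each mouse differed in level, from 6.06 to 7.97 CPM in EV and 2.93 to 4.27 CPM in BCR-ABL1 for mouse 1, and from 1.47 to 3.99 and 0.693 to 0.760 CPM for mouse 2. With mouse as replicate block the log2 fold change was -1.46 and the FDR 0.0105, and over the alternatives the FDR ranged from 0.00325 to 1.

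**Figure D3:**
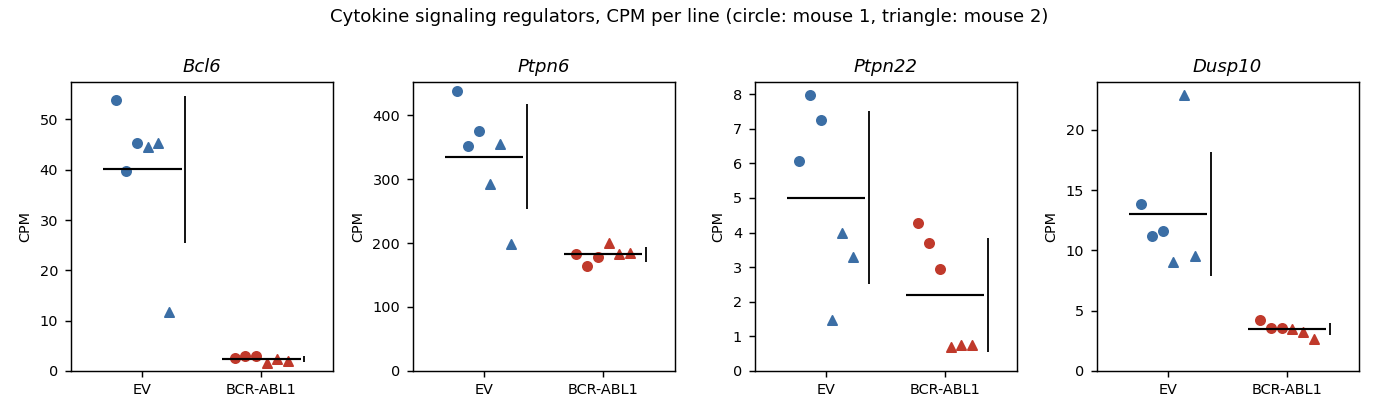
CPM of Bcl6, Ptpn6, Ptpn22 and Dusp10 in the 12 lines, by condition; circles are lines of mouse 1 and triangles lines of mouse 2, horizontal lines are means and vertical bars are SD (n = 6). Bcl6 and Dusp10 do not overlap between the conditions, Ptpn6 does through EV line 2C, and Ptpn22 differs by mouse within each condition.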

In this work, we focused on the role of IL7R and CXCR4.

**Fig. 1:**
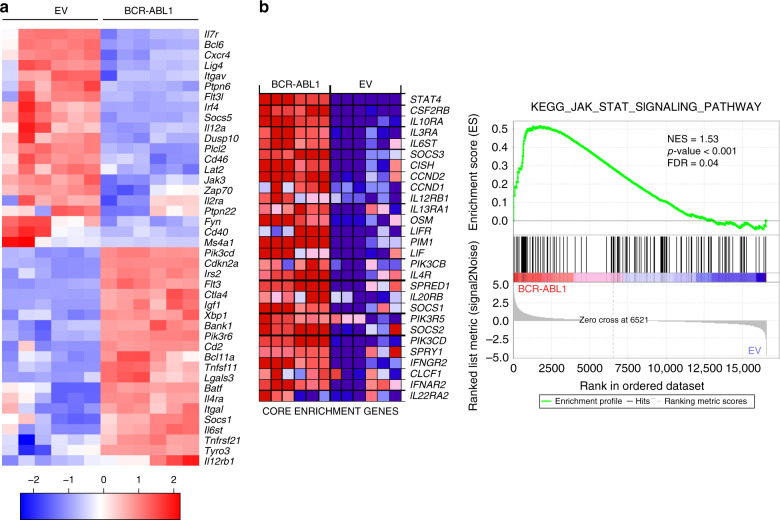
Gene expression profiles of BCR-ABL1-transformed cells. Bone marrow (BM)-derived pre-B cells isolated from two WT mice were used to generate six independent BCR-ABL1-transformed cell lines or six control cell lines expressing empty vector (EV). For expression profiling, RNA was isolated using ReliaPrep™ RNA Miniprep System (MM). All samples were subjected to RNA quality control test before the RNA-seq was applied. **a** Heatmap representation of selected genes related to cytokine receptor signaling from the previously specified GOs (see Supplementary Data 1) in BCR-ABL1-transformed cells compared with the EV-transduced cells. Samples are represented in columns while rows show genes. An average linking method based on Pearson correlation distance metric was applied to cluster rows and columns. **b** Gene Set Enrichment Analysis (GSEA) showing upregulation of gene set belonging to the JAK-STAT signaling pathway in BCR-ABL1 group. Heatmap representation (left) of the top 28 deregulated genes (core enrichment genes) in BCR-ABL1 versus EV-transduced samples (Blue: downregulated, Red: upregulated, NES normalized enrichment score, FDR false discovery rate). A two-sided signal-to-noise metric was used to rank the genes. For a calculated GSEA nominal *p* values of 0, we present them as *p* < 0.001 (otherwise, exact *p* values are shown). Multiple hypothesis testing correction is represented by the estimated FDR.

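Of the 28 core genes 26 were tested. Pik3cb and Il22ra2 were below the filter, with at most 0.603 and 0.392 CPM in any line. All 26 had positive log2 fold changes, with a median of 1.86. By glmTreat 15 were called higher over all genes and 18 adjusted over the list alone. With mouse as replicate block 20 were called over all genes, with Il13ra1, Il4ra, Il6st, Pik3r5 and Socs2 in addition. Because the core genes were chosen on these libraries, their common direction is not independent evidence. Stat4 (chromosome 1, 51987148 to 52107189) had a log2 fold change of 7.00 (standard error 0.41, FDR = 3.45e-06 by edgeR). It was at 0.0433 to 0.437 CPM in EV lines and at 18.4 to 31.4 CPM in BCR-ABL1 lines. Csf2rb, the common beta chain of the receptors for IL3, IL5 and GM-CSF (chromosome 15, 78325752 to 78353847), had a log2 fold change of 4.45 (standard error 0.21, FDR = 5.18e-07). Reads of Csf2rb could be shared with its near-identical copy Csf2rb2. Pim1 rose by 3.09 (FDR = 0.000192) and Il10ra by 5.77 (FDR = 8.28e-05) on the log2 scale. The STAT-induced regulators were less uniform. Socs3 rose by 3.19 (FDR = 0.00301), Cish by 3.19 (FDR = 0.0217) and Socs1 by 1.68 (FDR = 0.0361). Socs1 and Cish were not called in mouse 2 lines alone (FDR = 0.593 and 0.297), nor was Socs1 with the line pair as replicate block (FDR = 0.0615). Socs2 had a log2 fold change of 1.51 (standard error 0.60, FDR = 0.205), with 27.0 to 39.5 CPM in EV lines of mouse 1 and 83.0 to 380 CPM in EV lines of mouse 2. In the fit with mouse as replicate block its log2 fold change was 2.02 and its FDR 0.0355. Spred1 was at 0.184 to 0.282 CPM in EV lines of mouse 1 and at 47.5 to 117 CPM in EV lines of mouse 2 (overall log2 fold change 2.13, FDR = 0.442). The change differed between the mice for 17 of the 26 genes (edgeR interaction of mouse and condition, FDR under 0.05), and for 16 of these it was lower in mouse 2.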

### IL7 rescues BCR-ABL1^+^ cells from inhibitor treatment

Our data suggest that the signaling pathways of IL7R and CXCR4 are tightly regulated by the activity of the oncogenic kinase BCR-ABL1 and therefore we hypothesized that they might be directly involved in malignant transformation. 

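Il7r, which encodes the alpha chain of the IL7 receptor, lies on chromosome 15 of GRCm38 from 9505788 to 9530176 on the minus strand. Its level was 358 ± 60.9 CPM (SD, n = 6) in EV lines and 172 ± 15.5 CPM (SD, n = 6) in BCR-ABL1 lines. The log2 fold change was -1.06 (standard error 0.13, FDR = 0.00328 by edgeR's glmTreat). Cxcr4, the chemokine receptor gene on chromosome 1 from 128588199 to 128592293, also on the minus strand, was at 217 ± 29.1 CPM (SD, n = 6) in EV lines and at 103 ± 14.2 CPM (SD, n = 6) in BCR-ABL1 lines. Its log2 fold change was -1.08 (standard error 0.12, FDR = 0.00185). For both genes every BCR-ABL1 line was below every EV line (two-sided exact permutation test, p = 0.00216 for each, the smallest p that 6 lines against 6 allow). This test treats the lines of a mouse as independent, although the 12 lines come from 2 mice. The lowest EV line was 2C for both genes, with 235 CPM of Il7r and 160 CPM of Cxcr4, against 372 CPM or more and 221 CPM or more in the other EV lines. With each of the 12 lines left out in turn, the log2 fold change stayed between -1.15 and -1.01 for Il7r and between -1.15 and -1.02 for Cxcr4, and both genes were called each time. In mouse 1 lines alone the changes were -1.06 and -0.98, and in mouse 2 lines alone -1.03 and -1.17. Il7r was not called in mouse 2 lines alone (FDR = 0.108), and its FDR over all alternatives ranged from 8.43e-06 to that value. The change did not differ detectably between the mice (edgeR interaction, FDR = 0.970 for Il7r and 0.552 for Cxcr4). IL7 was absent from the BCR-ABL1 lines only, so these values hold for BCR-ABL1 together with IL7 withdrawal. From its data the paper proposes that the signaling pathways of IL7R and CXCR4 are under control of BCR-ABL1 and hypothesizes a role for both in transformation.

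**Figure D4:**
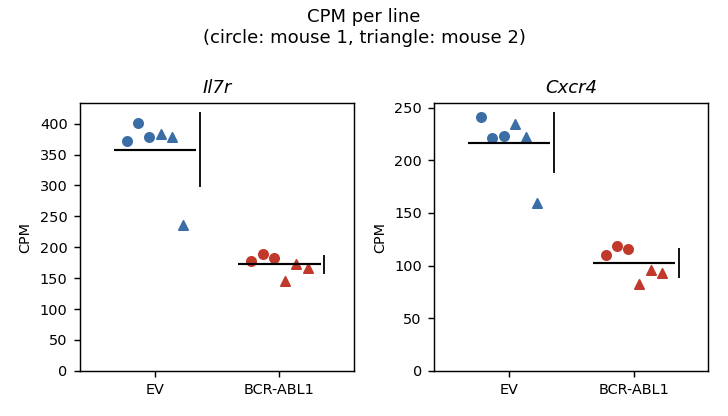
CPM of Il7r and Cxcr4 in the 12 lines, by condition; circles are lines of mouse 1 and triangles lines of mouse 2, horizontal lines are means and vertical bars are SD (n = 6). The BCR-ABL1 lines lie below all EV lines for both genes, and the lowest EV triangle is line 2C.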

To test whether the expression of IL7R and CXCR4 is also correlated in primary ALL, we analyzed a cohort of 68 Ph^+^ BCP-ALL patients (patients’ characteristics are given in Supplementary Table 2) and found significant correlation of *IL7R* and *CXCR4* gene expression (Spearman *r* = 0.6264; *p* < 0.0001; Fig. 2a), suggesting that our sequence analysis of BCR-ABL1-transformed pre-B cells is in accordance with in vivo condition. In addition, searching in a mixed leukemia gene expression study^19^ using the R2 database (http://r2.amc.nl) showed that *IL7R* and *CXCR4* are expressed at reduced levels in BCR-ABL^+^ ALL (t9; 22) in comparison with other BCP-ALL entities (Supplementary Fig. 3a and Supplementary Table 3). Similar results were also observed in RNA-seq dataset of 1223 BCP-ALL patients^20^ (Supplementary Fig. 3b and Supplementary Table 3).

**Fig. 2:**
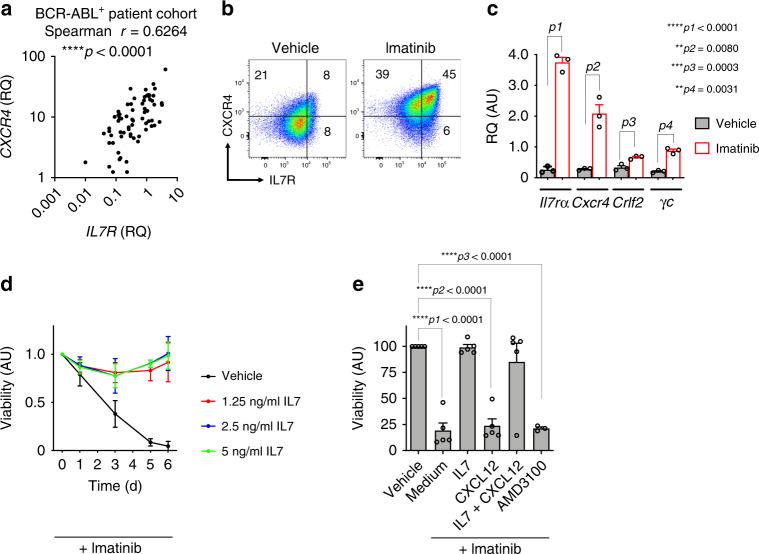
Regulation of IL7R and CXCR4 expression levels in BCR-ABL^+^ ALL. **a** Correlation analysis between *IL7R* and *CXCR4* expression levels in 68 pediatric BCR-ABL^+^ ALL patients. Two-tailed Spearman correlation analysis; exact *p* value = 0.000000011054191. **b** Flow cytometry analysis showing that imatinib treatment (1 µM; 15 h) leads to increased expression of IL7R and CXCR4 on the cell surface of BCR-ABL1-transformed cells. The results are representative of three independent experiments. **c** Quantitative RT-PCR showing that *Il7r* and *Cxcr4* and other associated factors are regulated at the level of transcription. *N* = 3 independent samples per group, and error bars represent mean ± SEM. Unpaired *t*-test, two-sided, *p1* exact value = 0.000035569652955. RQ: relative quantification; AU arbitrary unit. **d** BCR-ABL1-transformed WT pre-B cells were treated with 1 µM imatinib and with different concentrations of IL7 as indicated for 6 days. *N* = 3 independent samples per group, and error bars represent mean ± SD. One-way ANAOVA. Dunnett’s multiple comparisons test was performed to day 6, compared with control group (Vehicle). Adjusted *p* values: Vehicle vs. 1.25 ng/ml IL7 ***p = 0.0003, Vehicle vs. 2.5 ng/ml IL7 ***p = 0.0002, Vehicle vs. 5 ng/ml IL7 ***p = 0.0002. **e** Treatment of BCR-ABL1-transformed cells with imatinib leads to cell death and concomitant incubation with IL7, but not CXCL12, reverses this effect. *N* = 3 independent samples per group, and error bars represent mean ± SEM. Unpaired *t*-test, two-sided, ****p1 exact value = 0.000003416387742, ****p2 exact value = 0.000002948485097, ****p3 exact value = 0.000000000342967.

Interestingly, the inhibition of BCR-ABL1 kinase by imatinib treatment resulted in an upregulated expression of both the chemokine receptor CXCR4 and the IL7R together with downstream signaling elements such as *Jak1* and *Stat5a* (Fig. 2b, c, and Supplementary Fig. 4a). To test whether the upregulation of IL7R or CXCR4 expression upon BCR-ABL1 kinase inhibition affects the survival of BCR-ABL1-transformed cells, we investigated imatinib-induced cell death in the presence of the respective cytokine/chemokine. We found that treatment with IL7 counteracted imatinib-induced cell death and restored the cell cycle progression (Fig. 2d and Supplementary Fig. 4b). However, treatment with CXCL12, the ligand for CXCR4, or its antagonist AMD3100 did not affect imatinib treatment (Fig. 2e and Supplementary Fig. 4b, c). Likewise, treatment with TSLP, the ligand for CRLF2, was also unable to rescue BCR-ABL1-transformed cells from inhibitor-induced cell death (Supplementary Fig. 4c). Interestingly, human Ph^+^ ALL SUP-15 cells also upregulated IL7R and CXCR4 in response to imatinib treatment (Supplementary Fig. 4d). Together, these data suggest that Ph^+^ ALL cells upregulate growth factor receptors including IL7R which might enable the survival of Ph^+^ cells in microenvironments containing IL7 despite ABL1 kinase inhibitor treatment.

### BCR-ABL1 transformation requires IL7R expression

The upregulation of IL7R under imatinib treatment raised the question whether IL7R expression is required for BCR-ABL1 induced pre-B cell transformation and ALL development. Therefore, we generated BCR-ABL1-transformed BM-derived pre-B cells from mice homozygous for *loxP*-flanked *Il7rα* alleles (*Il7rα*^*fl/fl*^)^21^. Usually, pre-B cells proliferate in the presence of growth factors such as IL7. However, the expression of BCR-ABL1 results in growth factor-independent proliferation in the absence of IL7 (Fig. 3a, b). For inducible deletion of the *Il7rα gene*, we introduced a tamoxifen (Tam)-inducible Cre (Cre-ER^T2^) into the BCR-ABL1-transformed *Il7rα*^*fl/fl*^ cells. Inducible deletion of the *Il7rα* gene led to cell death of the BCR-ABL1-transformed pre-B cells (Fig. 3c–e). To determine the role of IL7R expression in vivo, we injected BCR-ABL1-transformed *Il7rα*^*fl/fl*^ pre-B cells into NOD-SCID immunodeficient recipient mice. *Il7r* deletion by Tam treatment in vivo reduced leukemic cell burden and significantly prolonged the survival of xenograft mice injected with BCR-ABL1-transformed cells (Fig. 3f, g). In support of these results, BM-derived cells from *Il7rα*-deficient mice^22^ did not give rise to BCR-ABL1-transformed pre-B cells, while BCR-ABL1-transformed myeloid cells (CD11b^+^) can readily be generated from the same cells (Supplementary Fig. 5). Together, our data suggest that IL7R expression is specifically required for the initiation and the maintenance of pre-B cell transformation and ALL development.

**Fig. 3:**
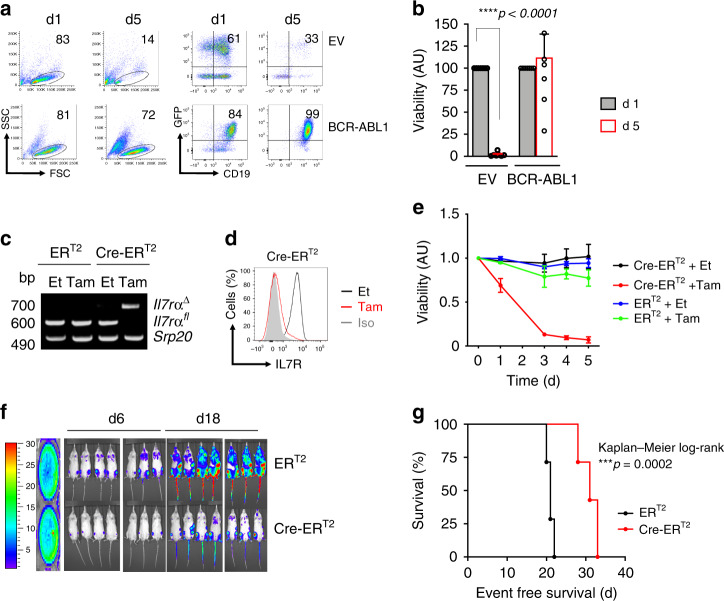
IL7R is required for BCP-ALL leukemogenesis. **a** BM-derived pre-B cells from WT mice were transduced with either an empty vector (EV) or with BCR-ABL1. Viability of the cells after IL7 withdrawal was determined by flow cytometry (left). The enrichment of CD19^+^GFP^+^ (right). The results are representative of three independent experiments. **b** Quantification of viable CD19^+^GFP^+^ cells relative to control after IL7 withdrawal (*n* = 7 per group, and error bars represent mean ± SEM. Unpaired *t*-test, two-sided, exact *p* value ****p < 0.000000000000001). AU arbitrary unit. **c**–**g** *Il7rα*^*fl/fl*^ pre-B cells were transformed with BCR-ABL1 and were then transduced with either ER^T2^ or Cre-ER^T2^. Cells were treated with either tamoxifen (Tam) to induce Cre expression, or with ethanol (Et). **c** PCR analysis for *Il7rα* deletion (*Il7rα*^∆^), *Srp20* was used as a loading control. Cells transduced with ER^T2^ were used as control. The results are representative of three independent experiments. bp base pair. **d** Extracellular staining for IL7R protein in *Il7rα*^*fl/fl*^ pre-B cells after 72 h of Cre-induction. The results are representative of three independent experiments. **e** The percentage of living cells were determined by flow cytometry using Sytox as an excluding dead cell stain. *N* = 3 independent samples per group, and error bars represent mean ± SD. One-way ANAOVA. Dunnett’s multiple comparisons test was performed to day 5, compared with control group (ER^T2^ Et). Adjusted *p* values: ER^T2^ Et vs. ER^T2^ Tam n.s. *p* = 0.1769, ER^T2^ Et vs. Cre-ER^T2^ Et n.s. *p* = 0.6325, ER^T2^ Et vs. Cre-ER^T2^ Tam ****p < 0.0001. **f** Luciferase bioimaging and **g** survival curves of NOD-SCID mice that were injected with 1 × 10^6^ *Il7rα*^*fl/fl*^-BCR-ABL1 pre-B cells containing either a Cre-ER^T2^ construct or an ER^T2^. (*n* = 21 per group). Mantel–Cox-log-rank test, ***p value = 0.0002.

### IL7R synergizes with CXCR4 for BCR-ABL1^+^ transformation

Since CXCR4 regulated genes were also altered, we tested whether CXCR4 is also required for BCR-ABL1-induced transformation. Therefore, we generated BCR-ABL1-transformed pre-B cells from mice homozygous for *Cxcr4 loxP*-flanked alleles^23^ (*Cxcr4*^*fl/fl*^). Deleting *Cxcr4* in these cells using Cre-ER^T2^ resulted in rapid cell death and inability of BCR-ABL1 cells to form colonies in vitro (Supplementary Fig. 6).

Since BCR-ABL1 was reported to be involved in crosstalk with CXCR4^24^, we investigated whether the requirement for IL7R and CXCR4 in BCR-ABL1-induced transformation is mediated by spatial receptor colocalization. We first examined the effect of BCR-ABL1 recruitment on CXCR4-mediated Ca^2+^ mobilization^25^. Therefore, the CXCL12-induced Ca^2+^ flux in WT as compared with BCR-ABL1-transformed cells was tested. While WT cells showed a negligible CXCL12-induced Ca^2+^ flux, BCR-ABL1-transformed cells showed a robust Ca^2+^ response (Fig. 4a). Inhibiting the BCR-ABL1 kinase activity by either imatinib or dasatinib blocked the CXCL12-induced Ca^2+^ response with dasatinib showing an effective inhibition at much lower concentrations than imatinib, which is most likely caused by the additional effect of dasatinib on Src kinases^26^ (Fig. 4a). Importantly, inducible deletion of *Cxcr4* in BCR-ABL1-transformed cells or treating them with AMD3100, an antagonist of CXCL12, prevented the Ca^2+^ response (Supplementary Fig. 7a). These data are in full agreement with the view that BCR-ABL1 is recruited to CXCR4 and can be activated by the respective ligand CXCL12.

**Fig. 4:**
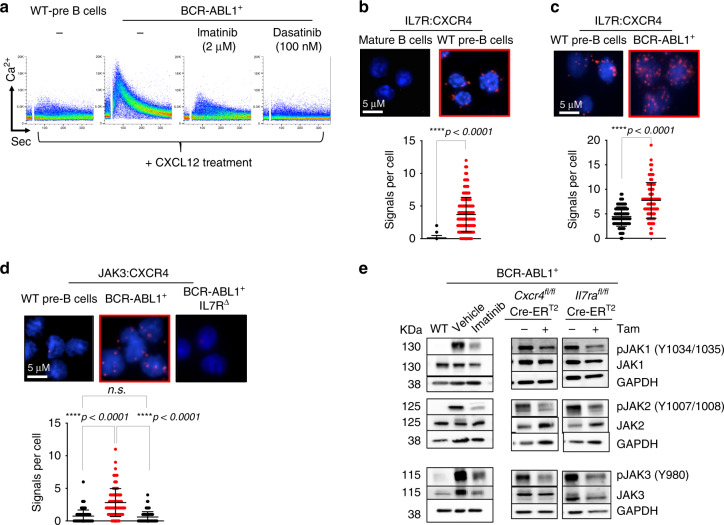
Synergism between CXCR4 and IL7R in BCR-ABL1-induced cell. **a** BCR-ABL1 acts downstream of CXCR4. Shown are flow cytometry plots for Ca^2+^ mobilization in response to CXCL12 treatment (100 ng/ml) in WT as compared with BCR-ABL1-transformed cells with or without kinase inhibitor treatment as indicated. The results are representative of three independent experiments. **b** Proximity ligation analysis (PLA) to detect the close association of IL7R and CXCR4 on the surface of WT BM-derived pre-B cells as compared with mature B cells (which lacks IL7R expression; Supplementary Fig. 8a). **c** PLAs showing increased association of IL7R and CXCR4 on the surface of BCR-ABL1-transformed cells. **d** PLA showing recruitment of JAK3 to CXCR4 in BCR-ABL1-transformed cells. This association was lost upon inducible deletion of *Il7r* using Cre-ER^T2^ (IL7R^∆^) system. Close proximity is represented by red dots. **b**–**d** Quantification shows number of signals per cell, error bars represent mean ± SD. Unpaired *t*-test, two-sided. The results shown are representative of three independent experiments. Exact *p* values (**c**) 0.00000000006167, approximate *p* value (**b**) <0,000000000000001, approximate *p* value (**d**) <0,000000000000001. **e** Left panel, western blot analysis for increased phosphorylation of the JAK kinases by BCR-ABL1 activity. Right panel, western blot showing that inducible deletion of CXCR4 or IL7R results in reduced phosphorylation of all JAK kinases. The results are representative of three independent experiments. KDa kilo Dalton.

Interestingly, the *Cxcr4*-deficient pre-B cells showed an increased differentiation capacity as measured by the elevated ratio of cells expressing the immunoglobulin kappa light chain (Supplementary Fig. 7b). These data suggest that CXCR4 cooperates with IL7R in preventing pre-B cell differentiation^27^. Similarly, IL7R seems to act together with CXCR4 in directing cell migration, as both *Cxcr4*-defcient and *Il7r*-defcient BCR-ABL1-transformed cells show an impaired migration towards a CXCL12 gradient (Supplementary Fig. 7c).

To study further how IL7R and CXCR4 act synergistically to regulate pre-B cell differentiation and proliferation, we investigated the interaction between IL7R and CXCR4 by proximity ligation assay (PLA). Adjacent binding of the ligands IL7 (7 kD) and CXCL12 (15 kD) suggests that the corresponding receptors are localized on the cell surface at a proximity below 10 nm in precursor B cells (Fig. 4b and Supplementary Fig. 8a). Interestingly, BCR-ABL1-transformed pre-B cells show an increased number of IL7R/CXCR4 foci as compared with untransformed WT pre-B cells (Fig. 4c and Supplementary Fig. 8b). This association is also detected in human BCR-ABL^+^ pre-B ALL cells (Supplementary Fig. 8c). The interaction between CXCR4/IL7R and BCR-ABL was further confirmed by immunoprecipitation (Supplementary Fig. 8d). Together, these findings suggest that the interaction between IL7R and CXCR4 is increased in BCR-ABL1-transformed pre-B cells. Hence, we postulated that this interaction recruits IL7R-associated signaling proteins into close proximity to CXCR4 thereby enabling activation by BCR-ABL1 which then leads to pre-B cell transformation. To directly test this hypothesis, we investigated the association of JAK3 with CXCR4 in BCR-ABL1-transformed cells as compared with WT control. Usually, JAK3 is associated with the γc subunit of IL7R but not with CXCR4. In fact, CXCL12/CXCR4 signaling was shown to be independent of JAK3^28^. Interestingly, a significant IL7R-dependent increase in JAK3 association with CXCR4 was observed in BCR-ABL1-transformed pre-B cells (Fig. 4d). Similarly, an IL7R-dependent association of CXCR4 with pJAK3 was observed in BCR-ABL1-transformed cells (Supplementary Fig. 8e). In contrast, the association between IL7R and JAK3 showed no significant change suggesting that BCR-ABL1-induced transformation has no effect on IL7R interaction with its downstream signaling elements (Supplementary Fig. 8f).

As expected, JAK kinases show increased phosphorylation in BCR-ABL1-transformed cells and imatinib treatment reduces this phosphorylation (Fig. 4e). In full agreement with the hypothesis that the interaction between CXCR4 and IL7R enables CXCR4 to utilize the downstream signaling machinery of IL7R, inducible inactivation of either IL7R or CXCR4 expression results in decreased activity of JAK1, JAK2, and JAK3 as shown by their reduced phosphorylation (Fig. 4e).

Together, these data suggest that BCR-ABL1 interaction with CXCR4 recruits this oncogene into the proximity of IL7R-associated JAK kinases thereby enabling their BCR-ABL1-mediated activation and pre-B cell transformation.

### BCR-ABL1 controls IL7R expression by regulating FOXO1

Activated JAK kinases phosphorylate the cytoplasmic domain of cytokine receptors at specific tyrosine residues leading to the recruitment and subsequent activation of signal transducer and activator of transcription (STAT) proteins. Phosphorylated STATs undergo dimerization and translocate to the nucleus where they activate target genes involved in proliferation and survival of lymphocytes^29^. As expected, increased STAT5 phosphorylation was detected in BCR-ABL1-transformed cells and ABL1 kinase activity was required for this increase (Fig. 5a). Since STAT5 is activated by IL7R signaling^30^, and also by BCR-ABL1, we postulated that activated STAT5 might control IL7R expression in a negative feedback loop that prevents deregulated IL7R expression. The transcription factor FOXO1 was shown to regulate the expression of IL7R^12^ as well as CXCR4^31,32^. The fact that STAT5 activates PI3K signaling^33^ which in turn suppresses FOXO1 transcriptional activity by phosphorylation of specific S/T sites, suggests that STAT5 activation can lead to increased FOXO1 phosphorylation and subsequent downregulation of IL7Rα expression. Indeed, imatinib treatment of BCR-ABL1-transformed pre-B cells resulted in decreased FOXO1 phosphorylation (Fig. 5a). Moreover, introducing a constitutively active STAT5 version (STAT5-CA)^34^ into pre-B cells resulted in FOXO1 inactivation, as measured by increased S256 phosphorylation, and decreased IL7Rα expression (Fig. 5b, c). In full agreement of transcriptional repression, reverse transcriptase PCR experiments revealed that *Il7rα* transcripts were almost missing in STAT5-CA expressing cells (Fig. 5d). Interestingly, the reduced IL7R expression was associated with loss of the cells expressing STAT5-CA (Fig. 5e). These findings suggest that STAT5 regulates IL7R expression in a negative feed-backloop and that fine-tuned STAT5 activity in transformed cells is important to induce cell proliferation and, at the same time, avoid destruction of IL7R expression by excessive STAT5 activity. Altogether, we propose that BCR-ABL1 controls IL7R expression by activating a common STAT5-regulated negative feedback mechanism and that the observed downregulation of IL7R expression by BCR-ABL1 guarantees a fine-tuned STAT5 activity.

**Fig. 5:**
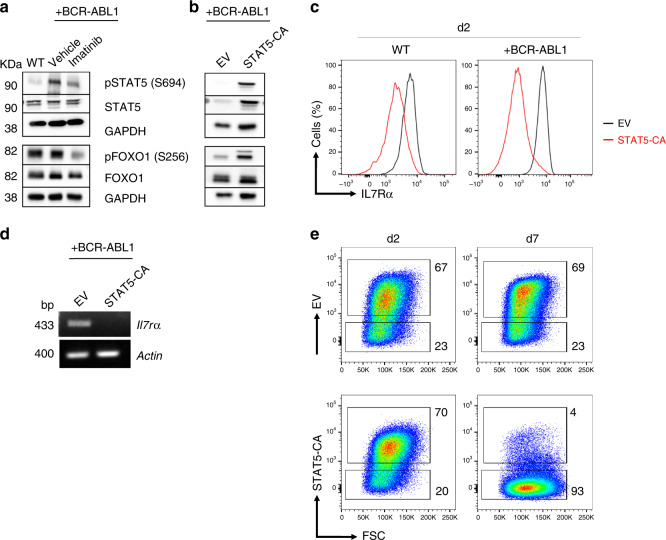
Negative feedback regulating BCR-ABL1-induced transformation. **a** Western blot analysis for increased phosphorylation of STAT5 and FOXO1 by BCR-ABL1 activity. **b** Western blot analysis showing that constitutively active STAT5 (STAT5-CA) enhances FOXO1 phosphorylation. The western blot results in **a** and **b** are representative of three independent experiments; KDa kilo Dalton. **c** Ectopic expression of STAT5-CA in WT pre-B cells (left) or BCR-ABL1-transformed cells (right) leads to downregulation of surface expression of IL7R protein after 2 days of transduction. **d** Reverse transcriptase PCR analysis showing downregulation of IL7R due to constitutive activity of STAT5; actin was used as a loading control. cDNA was prepared from sorted cells after 2 days of transduction. bp base pair. **e** Loss of BCR-ABL1-transformed pre-B cells which overexpress constitutively active STAT5 (STAT5-CA). Representative flow cytometry plots at day 2 and 7 after transduction. EV empty vector. **a**–**e** The results are representative of three independent experiments.

### FOXO1 is required for leukemogenesis

To further confirm the requirement of FOXO1 transcription factor for BCR-ABL1-mediated leukemogenesis, we generated BCR-ABL1-transformed pre-B cells from mice homozygous for *loxP*-flanked alleles of *FoxO1* (*FoxO1*^*fl/fl*^). To induce *FoxO1* deletion, we introduced into the BCR-ABL1-transformed cells our Tam-inducible Cre-ER^T2^ by retroviral transduction. Inducible deletion of *FoxO1* led to cell loss of the BCR-ABL1-transformed cells (Fig. 6a–c). Moreover, deletion of *FoxO1* resulted in concomitant downregulation of FOXO1 and IL7R expression (Fig. 6d). To provide further evidence for the important role of FOXO1 in leukemogenesis in vivo, we injected BCR-ABL1-transformed *FoxO1*^*fl/fl*^ cells into sublethally irradiated NOD/SCID recipient mice and monitored development of leukemia after deletion of *FoxO1* as compared with controls in vivo. We found that BCR-ABL1-transformed *FoxO1*^*fl/fl*^ caused fatal leukemia within 2 weeks, while deleting *FoxO1* by Tam-induced Cre-ER^T2^ activation reduced the leukemic cell burden and prolonged the survival time of respective mice (Fig. 6e, f).

**Fig. 6:**
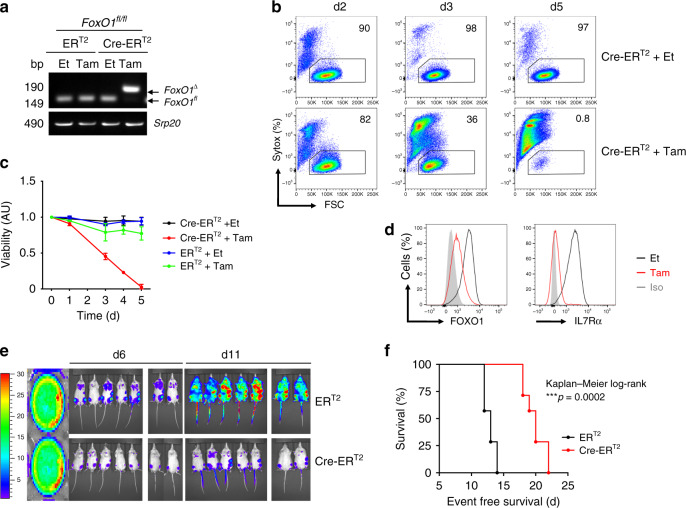
*FoxO1* is required for BCR-ABL1 driven leukemogenesis. *FoxO1*^*fl/fl*^ pre-B cells were transformed with BCR-ABL1 and were then transduced with Cre-ER^T2^. Cells were treated with either tamoxifen (Tam) to induce Cre expression, or with ethanol (Et). **a** PCR analysis for *FoxO1* deletion (*FoxO1*^∆^), *Srp20* was used as a loading control. Cells transduced with ER^T2^ were used as control. bp base pair. **b** The percentage of living cells were determined by flow cytometry using Syotx as excluding dead cell stain. **c** The fold change of living cells after treatment with either Et or Tam at different time points. *N* = 3 independent samples per group, and error bars represent mean ± SD. One-way ANAOVA. Dunnett’s multiple comparisons test was performed to day 5, compared with control group (ER^T2^ Et). Adjusted *p* values: ER^T2^ Et vs. ER^T2^ Tam *p = 0.0251, ER^T2^ Et vs. Cre-ER^T2^ Et n.s. *p* > 0.9999, ER^T2^ Et vs. Cre-ER^T2^ Tam ****p < 0.0001. AU arbitrary unit.** d** Intracellular staining for FOXO1 protein (left) and an extracellular staining of IL7R (right) after 72 h of Cre-induction. The results are representative of three independent experiments. **e** Luciferase bioimaging and **f** Survival curves of mice that were injected with 1 × 10^6^ *FoxO1*^*fl/fl*^ cells that had been transformed with BCR-ABL1 and transduced with either a Cre-ER^T2^ construct or an empty vector control (ER^T2^). Cells were labeled with luciferase and injected into NOD-SCID mice. (*n* = 14 per group). Mantel–Cox-log-rank test, ***p = 0.0002.

Together, these data suggest that FoxO1 plays an essential role in BCR-ABL1-induced transformation most likely through the activation of IL7R expression (Supplementary Fig. 9).

### Targeting IL7R prevents BCR-ABL1^+^ leukemia development

Since the above results show that IL7R is crucial for the transforming signals initiated by BCR-ABL1 in Ph^+^ ALL, we investigated whether inhibition of IL7R signaling using ruxolitinib, a JAK1/JAK2 kinase inhibitor, can interfere with the survival of BCR-ABL1-transformed cells or enhance the effect of kinase inhibitors on these cells. We found that treatment with ruxolitinib along with imatinib prevented the IL7-driven rescue of BCR-ABL1-transformed pre-B cells in vitro (Supplementary Fig. 10a–c). To further study the consequences of ruxolitinib on leukemia cells in vivo, we injected human BCR-ABL^+^ ALL cells into NSG mice and monitored the recipient mice under imatinib, ruxolitinib, or combined imatinib/ruxolitinib treatment. We found that combination treatment was unable to prolong the survival of recipient mice or to reduce the percentage of leukemic cells in the BM and in the spleen (Supplementary Fig. 10d–f) suggesting that, in contrast to the in vitro results, ruxolitinib cannot support imatinib in a xenograft model and therefore may not be suitable for ALL treatment in vivo. Therefore, we tested whether direct targeting of the IL7R using specific monoclonal antibodies may interfere with its function in leukemia. To this end, we injected imatinib-resistant BCR-ABL1^+^ ALL patient cells^35^ into NSG mice and treated them with monoclonal antibody specific for human IL7Rα^4^ (Fig. 7b–d). As expected, imatinib was unable to prevent leukemia development and, therefore, the leukemia burden was increased and the survival of imatinib-treated mice was reduced similar to that of control mice (Fig. 7a, b). In contrast, anti-IL7R antibody significantly delayed leukemia onset in vivo and led to a significantly expanded survival time of the respective animals (Fig. 7a, b and Supplementary Fig. 11a, b). Interestingly, the xenograft patient material showed an upregulation in *BCR-ABL1* expression compared with human BCR-ABL1^+^ cell lines TOM-1 and SUP-B15 (Fig. 7c) which may explain the imatinib-resistant phenotype^35^. Indeed, we found that regulated long-term exposure to imatinib can lead to upregulation of *BCR-ABL1* expression and to imatinib-resistance in vitro (Supplementary Fig. 12). The xenograft patient material which was used lacked the BCR-ABL1 gate keeper mutation, known as T315I kinase domain mutation, which leads to resistance against ABL1 inhibitors^36,37^. Therefore, we repeated the experiment using T315I-positive, imatinib resistant, xenograft patient material^38^. Treatment of recipient mice with anti-IL7R antibody significantly delayed leukemia onset and led to significant prolongation of the survival time of the respective animals (Fig. 7d–f and Supplementary Fig. 11c). As NSG mice lack NK cells, we excluded that it led to cell death via antibody-dependent cell-mediated cytotoxicity as previously described by other IL7R antibodies^39^. Similarly, the antibody which we used does not block IL7 binding (Supplementary Fig. 13a), alternatively, it disrupts the scaffold between IL7R and CXCR4 (Supplementary Fig. 13b). In addition, antibody treatment seems to enhance apoptosis as shown by increased cleavage of caspase-8^40^ (Supplementary Fig. 13c).

**Fig. 7:**
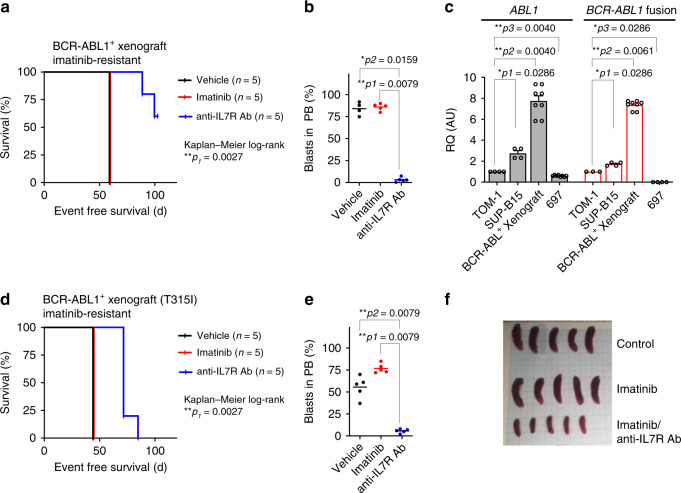
Anti-IL7R antibody suppresses BCR-ABL1^+^ ALL development in vivo. **a**, **b** 1 × 10^6^ BCR-ABL1^+^ ALL patient cells were xenografted by tail vein injection into NSG mice. Xenografted mice were treated with vehicle, imatinib, or with anti-IL7R antibody (*n* = 5 per group) as described in “Methods”. **a** Survival prolongation in xenografted mice subjected to the indicated treatment. Mantel–Cox-log-rank test, **p = 0.0027. **b** Leukemic engraftment was measured by flow cytometry in peripheral blood (PB) at day 58 and all control and imatinib-treated mice were sacrificed due to appearance of leukemic symptoms. Unpaired *t*-test, two-sided *p* value. **c** Expression levels of *ABL1* or *BCR-ABL1* fusion in BCR-ABL1^+^ human cell lines (TOM-1 and SUP-15), and in imatinib-resistant xenograft-derived human BCR-ABL1^+^ cells. 697 cell line, was used as a negative control for the fusion. Expression levels are normalized to TOM-1. Error bars represent mean ± SEM. Unpaired *t*-test, two-sided. RQ: relative quantification; AU arbitrary unit. **d**–**f** 1 × 10^6^ BCR-ABL1^+^ ALL patient cells holding T315I mutation (imatinib-resistant) were injected intravenously into NSG mice and treated with anti-IL7R antibody or with imatinib. **d** Survival prolongation in mice xenografted with Ph^+^ BCP-ALL patient material holding the T315I mutation and treated with either imatinib or with anti-IL7R antibody. Mantel–Cox-log-rank test, **p = 0.0027. **e** Leukemic engraftment was measured by flow cytometry in PB at day 42. Unpaired *t*-test, two-sided. **f** Spleen size at day 45 of xenograft mice treated with either imatinib or a combination of imatinib and anti-IL7R antibody.

Together, these experiments show that IL7R plays a pivotal role in the survival of ALL and that targeting IL7R via specific antibodies exerts a profound effect on elimination of kinase inhibitor-resistant ALL in vivo.

## Discussion

Previous studies demonstrated remarkable outcome improvements in Ph^+^ ALL patients upon imatinib integration into chemotherapy^41^. However, acquired drug resistance is still a crucial issue that leads to relapse of the disease and unfavorable outcome^3,42^. A thorough understanding of the molecular mechanisms involved in BCR-ABL1-mediated transformation is required in order to provide therapeutic alternatives for Ph^+^ ALL patients, particularly those who developed TKI-resistance. In this study, we employed several genetically modified systems as well as preclinical xenograft models to better understand BCR-ABL1-induced transformation. Interestingly, our data show that BCR-ABL1 oncogene regulates the expression and function of the signaling pathways of IL7R and CXCR4 in a concerted manner. This combined regulation is important because both receptors are required for the growth and survival of BCR-ABL1-transformed pre-B cells. Importantly, IL7R and CXCR4 act in close proximity thereby allowing their downstream signaling pathways to synergize and enable BCR-ABL1-induced pre-B cell transformation. In this synergism, CXCR4 attracts the oncogenic kinase BCR-ABL1 while IL7R conveys the JAK/STAT signaling machinery. Importantly, this complex seems to act in a ligand-independent manner to activate multiple downstream signaling pathways and is required for the survival of mouse and human leukemia cells in both in vitro as well as in vivo preclinical xenograft model.

Our results indicate that BCR-ABL1 utilizes the IL7R signaling machinery for pre-B cell transformation and growth factor-independent proliferation and that the feedback regulation of this machinery is a crucial part of the transformation process. For instance, deregulated BCR-ABL1 kinase activity may result in uncontrolled STAT5 phosphorylation and negative feedback regulation of IL7R expression leading to cell death. Previous report suggested that BCR-ABL oncogene mimics pre-BCR signaling by activating STAT5 on one hand and repressing BCL6 expression on the other hand^7^. STAT5 was also shown to directly downregulate BCL6 expression in response to IL7 stimulation^43^. This is in agreement with our data showing that BCR-ABL1 transformation downregulates the transcription repressor BCL6. Thus, BCR-ABL1-mediated pre-B cell transformation requires an equilibrium between kinase activity and negative feedback regulation of IL7R signaling. In full agreement, BCR-ABL1-transformed pre-B cells require multiple phosphatases that are most likely involved in stabilizing this equilibrium^38^ which can be targeted for efficient treatment of Ph^+^ ALL. It is feasible that additional players participate in regulating IL7R expression in ALL. For example, it was previously shown that *IKAROS* negatively regulates *IL7R* promoter and that *IKAROS* deficiency in ALL patients is correlated with increased IL7R expression^44^. Similarly, the common *IKZF1* deletion leading to dominant negative IK6 isoform^45^ resulted in increased IL7R expression in BCR-ABL^+^ cells^46^. Thus, co-occurring genomic alterations such as *IKZF1* deletion remain to be addressed in future studies.

Previous reports showed that combined targeting of BCR-ABL1 and JAK2 using dasatinib and ruxolitinib, respectively, reduced leukemia engraftment and prolonged survival^47^. However, these mice eventually relapsed and died from leukemia which suggest that ruxolitinib treatment is inefficient in vivo^47^. This is in agreement with our results showing that inhibition of the kinases JAK1/JAK2 by ruxolitinib, applied either alone or in combination with imatinib, was not able to provide any therapeutic advantage for xenograft animal models injected with Ph^+^ ALL patient material. It is conceivable that reduced drug availability or insufficient inhibition of IL7R signaling, as ruxolitinib mainly inhibits JAK1 and JAK2 while IL7R can also activate JAK3, are responsible for the inability of ruxolitinib to block the development of Ph^+^ ALL in vivo.

Intriguingly, our experiments point to an unpredicted escape mechanism of transformed cells during TKI treatment. Since leukemic cells maintain the expression of growth factor receptors such as IL7R, which is used as scaffold for organizing the oncogenic signaling machinery, the presence of IL7 in certain niches might provide the transformed cells with escape mechanisms upon treatment with inhibitors blocking BCR-ABL1^48^. This scenario is also possible for other growth factor receptors and their respective cytokines. For example, it has been shown that IL3 can rescue BCR-ABL^+^ CML cells from cell death induced by BCR-ABL inhibitors^47,49^. Although our data showed that several receptors were upregulated in response to imatinib (such as IL7R, CXCR4, and CRLF2), IL7 showed a unique potential to rescue the cells under kinase inhibitor treatment. Thus, it is conceivable that, during treatment of Ph^+^ALL patients with inhibitors blocking BCR-ABL1 kinase activity, IL7R-driven survival pathways in ALL cells are activated in microenvironments containing IL7 thereby enabling the survival of ALL cells. Ph^+^ ALL cells that survive treatment with BCR-ABL inhibitors in microenvironments containing IL7 may act as leukemia initiating cells and disseminate to other locations when inhibitor concentrations decline or when inhibitor resistance is induced by somatic mutations. This scenario is further supported by the elevated amounts of IL7 detected in ALL patients^9,10^. Thus, understanding the molecular mechanisms of BCR-ABL1-induced transformation is important for identifying TKI escape mechanisms and for developing strategies that prevent such escape.

Our findings may also have important therapeutic implications in other leukemia subtypes with similar gene expression such as Ph-like ALL. For example, at least 90% of patients with Ph-like ALL showed kinase-activating alterations (e.g., in *ABL1*/*ABL2* and *JAK2*), sequence mutations in *IL7R* as well as an activation of phosphorylated STAT5^50^. This suggests that IL7R might also be a potential therapeutic target for several BCP-ALL patients who are not Ph^+^ as well^4^. Nevertheless, additional work would be required to investigate whether our model also function in Ph-like ALL. Since IL7R expression and function is critical for proper lymphopoiesis, targeting this pathway may have effects on other normal cells. For instance, previous studies showed that mice deficient in *Il7r* showed depletion in both B and T lymphocytes^51^. In humans, mutations in the *IL7Rα* result in severe combined immunodeficiency (SCID) which is associated with the absence of T cells and normal numbers, nevertheless inactive, B cells^52^. Accordingly, targeting IL7Rα using specific antibodies may also affect T cells^53^ and lead to immunodeficiency in patients. However, a recent study showed that treating healthy subjects with anti-human IL7R antibody was well tolerated and did not result in obvious alterations in immune cell populations and inflammatory cytokine profiles^54^. Thus, treatment with anti-IL7R antibodies might provide a key therapeutic approach especially for TKI-resistant ALL once the different antibodies are characterized regarding their side-effects and compared with standard chemotherapy in appropriate clinical trials.

## Methods

### Patient samples, human cell lines

Sixty-eight BCR-ABL^+^ ALL patients were treated according to European intergroup study of post-induction treatment of Philadelphia chromosome-positive ALL (EsPhALL) 2004 and 2010 protocols (NCT00287105) and ALL-Berlin-Frankfurt-Münster (BFM) 2000 (NCT00430118) study. Informed consent was obtained according to institutional regulations, in accordance with the Declaration of Helsinki. 697, SUP-B15, and TOM-1 cell lines were obtained from DSMZ. Ph^+^ ALL cells containing T315I mutation was kindly provided by Markus Müschen^38^.

### Mice

All mouse housing, breeding, and surgical procedures were approved by the governmental institutions of Baden-Württemberg (Regierungspräsidium Tübingen). BM cells from WT (*n* = 7, female), *Il7rα*^Δ^ (*n* = 7, female), *Il7rα*^*fl/fl*^ (*n* = 7, female), *Cxcr4*^*fl/fl*^ (*n* = 3, female) and *FoxO1*^*fl/fl*^ (*n* = 3, female) mice were collected and retrovirally transformed with either an empty pMIG vector or with a pMIG vector expressing BCR-ABL1. Unless mentioned otherwise, cells were cultured for 3–7 days in Iscove’s medium (Biochrom AG) containing 10% heat-inactivated FCS (Sigma-Aldrich), 2 mM l-glutamine, 100 U/ml penicillin (Gibco), 100 U/ml streptomycin (Gibco), and 50 µM 2-mercaptoethanol. The medium was supplemented in excess with the supernatant of J558L plasmacytoma cells stably transfected with a vector encoding murine IL7. Transformed cells were selected by IL7 withdrawal and kept in optimum conditions^38^. Retroviral vectors containing either constitutively active STAT5 (STAT5-CA)^34^ or an empty vector (EV) were used to transduce BCR-ABL1-transformed cells and sorted cells were used then for western blot or flow cytometry analysis. 1–2 µM 4-hydroxy Tam (Sigma-Aldrich) was used to induce deletion on plasmids expressing Tam-inducible form of Cre (Cre-ER^T2^)^14^. All cells were tested and found free from mycoplasma.

### Expression assays

Total RNA was isolated using the Direct-zol™ RNA Kit (Zymo Research) or ReliaPrep™ RNA Cell Miniprep System (Promega), and synthesis of cDNA was performed (Thermo Fisher). Quantitative real time PCR analyses were performed on ABI7900HT PCR machine (Applied Biosystems) using Quantitect assays (Qiagen) and SYBR Green (Applied Biosystems). The expression of *ABL1* and the fusion *BCR-ABL* (m-bcr; e1-a2) were measured using TaqMan Gene expression assays (Hs01104728_m1 ABL1 and Hs03024844_ft BCR-ABL, respectively) from Applied Biosystems. Relative quantification was calculated using 2^−ΔΔCT^ equation.

### RNA-sequencing

BM cells were isolated from two different mice and were then kept in culture with IL7 for 7 days. Afterwards, pre-B cells were transduced with either an EV or with BCR-ABL1 retroviral vectors and kept for 48 h in +IL7 medium. Biological triplicates were prepared in three independent experiments (*n* = 6). Then, IL7 was removed from cells transduced with BCR-ABL1 for one week until cells were completely transformed. Pre-B cells transduced with EV were kept in culture with IL7 for similar culturing time points as transformed cells, then sorted for GFP. Total RNA of pre-B cells transduced with either EV or with BCR-ABL1 was prepared using the ReliaPrep™ RNA Miniprep Kit (Promega). The total RNA library was generated using the Illumina TruSeq^®^ stranded total RNA (Gold) kit and the multiplexed samples were sequenced on Illumina HiSeq 3000 machine to produce an average of ~100 million paired-end reads with 150 bp in length per sample. The base calling was performed by using BCL2Fastq pipeline (version: 0.3.0) and bcl2fastq (version 2.17.1.14). PCA, Differential expression analysis and additional statistical tests related to RNA-seq were performed using R and bioconductor packages^55,56^. The broad MIT GSEA application^57^ was used for GSEA. Detailed description of methods used in data analysis is provided in Supplementary Methods.

### In situ proximity ligation assay (PLA)

For PLA experiemtns^25,58^, the cytokine IL7 and the chemokine CXCL12 were labeled with PLA-PLUS and PLA-MINUS probes. For PLA experiments with JAK3 or pJAK3 the corresponding antibodies were used (Cell Signaling). The PLA probes were then subjected to ligation and polymerization reactions (Sigma-Aldrich). The cells were then examined for the frequency of signals per cell under the fluorescence microscope (Leica). Pictures were taken and quantified Image J and BlobFinder software.

### In vivo transplantation of mouse leukemia cells

Mouse pre-B cells from *Il7rα*^*fl/fl*^ or *FoxO1*^*fl/fl*^ were transformed with pMIG-BCR-ABL1 (kindly provided by W. Pear) and contained either ER^T2^ or Cre-ER^T2^ were labeled with retroviral firefly luciferase and were then injected intravenously into sublethally irradiated NOD-SCID mice^38^. Engraftment was monitored using luciferase bioimaging^38^. Mice were randomly allocated into each treatment group.

### Xenografts with human ALL samples

NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ (NSG) mice were purchased from Charles River and bred. All mouse housing, breeding, and surgical procedures were approved by the governmental animal care and use committees in Schleswig-Holstein (Ministerium für Energiewende, Landwirtschaft, Umwelt, Natur und Digitalisierung). 8–12-week-old female mice were injected intravenously with 1 × 10^6^ ALL cells from patient BM (>90% blasts)^59,60^. Animals were sacrificed upon detection of >75% leukemic blasts or clinical leukemia (loss of weight or activity, organomegaly, and hind-limb paralysis). Leukemia infiltration to spleen and BM was determined^61^.

### Imatinib and antibody treatment in vivo

NSG mice were injected with 1 × 10^6^ BCR-ABL positive ALL cells/animal. In total 40 mg/kg of imatinib (LC Laboratories) were administered orally 5 days a week. In total 1 mg/kg of anti-IL7Rα antibody (clone 40131, R&D Systems) or isotype control antibody were injected intravenously on day +1, +3, +7, +21, and then every other week. Mice were sacrificed when they showed signs of leukemia or when they had at least 75% blasts in peripheral blood. Mice were randomly allocated into each treatment group and no blinding was used.

### Flow cytometry

Antibodies for flow cytometry (CD19, IL7R, CXCR4, FOXO1, and CD11b) were purchased from (eBioscience, BioLegend, Invitrogen, or Cell Signaling). Intracellular flow cytometry staining was performed using the Fix and Perm cell permeabilization kit (ADG). Cell viability was measured using Sytox^®^ blue dead cell stain (Life Technologies). FACS CantoII (BD Biosciences) was used for flow cytometry, and FlowJo v.10.1 was used for data analysis. More information about the antibodies used in this study are provided in Supplementary Table 4. Detailed information for gating strategy is provided in Supplementary Fig. 14.

### Measurement of Ca^2+^ flux

A total of 1 × 10^6^ cells were loaded with Indo-1 AM (Invitrogen) and used for Ca^2+^ analyses^62^. In total 100 ng/ml of CXCL12 was used for stimulation.

### Western blot

Wet-western blotting was performed^61^. pJAK3, pJAK2, pJAK1, pSTAT5, pFOXO1, JAK1, JAK2, JAK3, STAT5, FOXO1, and GAPDH antibodies were obtained from Cell Signaling Technology. More information about the antibodies used in this study are provided in Supplementary Table 4. All originals uncropped gels are provided in Supplementary Fig. 15.

### Statistics and reproducibility

Statistical tests are indicated in the figure legends. Results were analyzed for statistical significance with GraphPad Prism 8.3.0 software or SPSS (v 24.0.0.2). A *p* value of < 0.0500 was considered significant (*p < 0.005, **p < 0.001, ***p < 0.001, ****p < 0.001). In vitro panels are representative of at least three independent experiments, unless mentioned otherwise.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

All data supporting the findings of this study are available within the article and its supplementary information files. The sequencing data that support the findings in Fig. 1, Supplementary Figs 1 and 2, Supplementary Table 1, and Supplementary Data 1 have been deposited in NCBI’s Gene Expression Omnibus^63^ and are accessible through GEO Series accession number GSE150784. A reporting summary for this article is available as a Supplementary Information file.

# Supplementary material for: Synergism between IL7R and CXCR4 drives BCR-ABL induced transformation in Philadelphia chromosome-positive acute lymphoblastic leukemia
**Source:** Nat Commun. 2020 Jun 24;11:3194. doi: 10.1038/s41467-020-16927-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**File Name: Supplementary Data 1**

**Description: Gene expression and Gene Ontology (GO) Analyses.** Included is list of all genes differentially expressed between pre-B cells transduced with empty vector or transformed with BCR-ABL1 as well as lists for selected GO, namely GO-0016477_Cell_Migration, GO-0007159_Leukocyte_cell-cell adhesion, GO-0050900_Leukocyte Cell Migration, GO-0046649_Lymphocyte_Activation, GO-0046651_Lymphocyte_Proliferation, and GO-0030098_Lymphocyte_Differentiation. 

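The sheet of all genes gives a log2 fold change, an average log2 CPM, a p-value and an FDR per gene. In full the paper's sheet lists 10249 genes, and the copy used here holds 1999 of them, sorted by p-value, so no overlap or enrichment was computed from it. In this copy 833 genes have a positive and 686 a negative log2 fold change at the paper's FDR under 0.05. When glmTreat was run on a likelihood ratio fit in place of the quasi-likelihood fit, 1025 genes were higher and 1003 lower among the genes tested here. The likelihood ratio fit gave an FDR of 0.000619 for Il7r, 0.000194 for Cxcr4, 3.14e-23 for Bcl6 and 1.02e-06 for Dusp10. It left Ptpn6 at 0.0645 and Ptpn22 at 0.272, above the threshold as in the quasi-likelihood fit. The paper's log2 fold changes in the sheet are -1.11 for Il7r, -1.14 for Cxcr4, -4.14 for Bcl6 and -1.98 for Dusp10.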

The glmTreat function (FDR<0.05; fold change threshold > 1.5) from the edgeR Bioconductor package was used to conduct a modified likelihood ratio test (LRT) against the fold-change threshold in order to identify differentially expressed (DE) genes. To test for over-representation of GO terms, R’s goana function was employed to conduct overlap tests for the up- and down-regulated DE genes separately (one-sided hypergeometric tests equivalent to Fisher's exact test; FDR<0.05).

How the deposited data were processed for this re-analysis (not part of the article)

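RNA of 6 pre-B cell lines with an empty vector (EV) and 6 lines with BCR-ABL1, made in 3 lines per condition from each of 2 mice, was sequenced on stranded total RNA libraries. The authors counted paired-end reads per gene and deposited whole-number counts for 51826 mouse genes in the 12 lines, without normalization and without pooling of replicates. The aligner, the counter, their versions and the genome build are not named in the paper's text, which refers to its Supplementary Methods. Sample names gave the condition, the mouse and the replicate letter of each line, and IL7 culture and withdrawal were taken from the methods.

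All values were computed from these counts in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and plots were drawn with matplotlib 3.10.9 in Python 3.11.15. Gene symbols, positions, GC content and transcript lengths were taken from GENCODE M21 on GRCm38, which held 51633 of the identifiers. Total counts per line ranged from 34791011 to 66011225, and 3 counts in a line were taken as the floor. Confidence intervals of shares are 95% Wilson intervals. They and the floor cover counting error only, since reads without molecular identifiers are not independent molecules.

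Genes were filtered with filterByExpr, normalized with TMM and tested with glmTreat against a 1.5-fold change on the quasi-likelihood fit, with Benjamini-Hochberg adjustment and a threshold of 0.05. The fold change and the threshold are those that the paper gives for Supplementary Data 1, where a likelihood ratio fit was used. That fit was run as an alternative. CPM values were scaled by TMM, except for the sex, immunoglobulin and marker genes in the tests of explanations, where they were taken on total counts, and log2 CPM used a prior count of 2. Differences of the BCR-ABL1 effect between the mice were tested as the interaction of mouse and condition with glmQLFTest. Single genes named by the paper's text were also tested by exact permutation over all labelings of the 12 lines. Lines of the same mouse were treated as independent in that test. Separation of the conditions used pseudo-F of squared Euclidean distances over all splits into 6 and 6.

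Gene set enrichment followed the GSEA statistic with signal-to-noise ranking, weight 1, all labelings and an FDR threshold of 0.25 within 14 sets. Of these, 12 are mouse Reactome sets that come with the R package fgsea. A JAK-STAT list and a CXCR4 list were written by hand, since the paper's KEGG and MSigDB sets are not used here. GO annotation and the over-representation tests of Supplementary Data 1 are not analysed here. Lists of marker genes for B lineage, myeloid, T and NK, mast and basophil, erythroid and stromal cells, for light chain differentiation and for the p53 response were written for tests of explanations.

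The genes named are those of the paper's text, of the IL7R and CXCR4 pathways, of Fig. 1a and of the core genes of Fig. 1b, the first 5 genes of Supplementary Data 1, and the 5 genes with the largest rise and the 5 with the largest fall among called genes with an average log2 CPM of at least 1 and no overlap between the conditions. A gene outside this rule is marked where it is named. The rule, the comparisons of the lines and most alternatives were fixed before the data were examined, whereas most tests of explanations were not, as is said where they are given. The alternatives fixed then were DESeq2's size factors (RLE), no gene filter, a CPM of at least 1 in at least 6 lines, the likelihood ratio fit, DESeq2, a test against no change, mouse or line pair as replicate block, the lines of each mouse alone, and other transforms, gene choices, permutations and set tests. Leaving out each line in turn, a correction for GC content and length, GSEA on log2 CPM and the mouse block combined with GC correction or with the likelihood ratio fit were added after seeing the data.

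Lines of EV and BCR-ABL1 share the numbers 1A to 2C, and by the sample labels equal first digits mean the same mouse. Deviations from the condition means correlated between 0.0853 and 0.240 for EV and BCR-ABL1 lines of the same mouse and between -0.203 and -0.0636 for lines of different mice. After removal of mouse means the correlation of lines with the same mouse and letter lay between -0.109 and 0.0856, so the mouse pairs the samples and the letter does not. With mouse as replicate block 1126 genes were higher and 1080 lower in BCR-ABL1 lines. Replicates were compared by chi-square tests of their counts over genes. The statistic per gene was between 10.2 and 498 for pairs of lines of one mouse and condition, and no pair was treated as the same library.

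The fits were tested on simulated counts drawn with the mean level and dispersion of each gene and the library sizes of the real lines. In these, 200 genes had known fold changes. A gene had the same mean and dispersion in all lines otherwise. The simulation thus lacked the difference between the mice and the larger spread of the EV lines of mouse 2. All known changes were larger than those of Il7r, Cxcr4, Ptpn6 and Ptpn22, so recovery of changes of that size was not tested. Of 14932 tested genes, the quasi-likelihood glmTreat recovered 194 of the 200 and called 0 others, the likelihood ratio fit recovered 196 and called 3 others, and DESeq2 recovered 190 and called 0 others. The test against no change recovered 195 and called 10 others. The mouse block recovered 193 and the line pair block 190, each with 1 other call. Of 14914 genes, the interaction test recovered 177 and called 10 others, and DESeq2's interaction recovered 185 and called 47 others. Among 15 simulated sets over 6000 genes, GSEA gave the changed set an FDR of 0.00155 and called 1 random set, and camera and fry called 0 random sets.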

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

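The tests on EV line 2C, on the Y-linked transcripts and on Ighv2-2 were chosen only after the result was seen, whereas the tests on the difference between the mice were chosen before it, apart from the arrangement with crossed mice, which was added to them later.

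In 56 groups of 6 lines, a line set apart from the other lines by Dixon's ratio (5% level) was looked for, and 7 were found, where chance gives 2.8. Of these, 3 were in EV line 2C. It had 7.88 log2 CPM of Il7r (8.54 to 8.65 in the other EV lines), 7.32 of Cxcr4 (7.79 to 7.91) and 3.56 of Bcl6 (5.32 to 5.75), in each case shifted towards the lower level of the BCR-ABL1 lines. BCR-ABL1-transformed cells mixed into EV line 2C would have to make up 70.5% of the cells to give its Il7r level, 55.9% for Cxcr4 and 79.1% for Bcl6. Genes nearly silent in the other EV lines argue against this. Over 55 genes under 5% of the mean BCR-ABL1 level in each other EV line and at 5 CPM or more in the BCR-ABL1 lines of each mouse, the median in EV line 2C was 0.889% of the level in BCR-ABL1 lines of mouse 2, against 0.876% of the mean BCR-ABL1 level in the other EV lines. This definition of the genes was settled after a stricter one had left only 2 genes. A mislabelled sample is argued against by the same genes, of which 10 were over 10% of the BCR-ABL1 level, the highest at 50.7%. Library size is not unusual, with a total count of 55572025. A few genes taking most of the counts would shift other genes by at most 0.11 on the log2 scale, against a shift of -0.70 for Il7r. Stronger STAT signalling in EV line 2C may be considered, since this line was the highest EV line for 42.3% of the 26 tested core genes of Fig. 1b, against 24.6% of all tested genes and 25.6% of the other genes called higher (Fisher's exact test, p = 0.0416). It cannot be told apart from other causes, because these are values of a single library, genes are not independent of each other and the pattern had been seen before the test.

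The other 4 values lay in BCR-ABL1 line 2A, with 3 of them, as many as in EV line 2C, and in EV line 2B. BCR-ABL1 line 2A had 5.80 log2 CPM of Foxo1 (6.62 to 6.79 in the other BCR-ABL1 lines), 3.89 of Il2rg (4.11 to 4.23) and 5.31 of Bcr (5.61 to 5.72). EV line 2B had 3.77 log2 CPM of Csf2rb (2.25 to 2.81). No explanation was tested for these values, and they stay open.

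The effect of BCR-ABL1 differed between the mice for 2536 of the tested genes, or 16.9% (edgeR's interaction of mouse and condition, FDR under 0.05). The genes include 17 of the 26 tested core genes of Fig. 1b, 11 of the 42 genes of Fig. 1a and 0 of the 6 genes of the paper's text discussed here, of which 2 had an unadjusted p under 0.05. Over these 2536 genes the gap between the mice was larger in EV lines (median 1.00 log2) than in BCR-ABL1 lines (0.34). For 81.5% of them it was larger in EV. Over all 15038 tested genes 854 were called between the mice in EV lines and 888 in BCR-ABL1 lines. These counts do not measure the gap, since a larger spread between lines leaves fewer calls. The biological coefficient of variation in mouse 2 was 0.386 for EV and 0.103 for BCR-ABL1 lines. Euclidean distances between the mice were 150 to 163 for EV and 83.6 to 92.1 for BCR-ABL1 lines. Within mouse 2, EV lines lay 74.6 to 134 apart. When lines were exchanged between the mice within each condition, 2 of 100 drawn arrangements out of 200 gave as many genes. These were the real one and the one in which all lines of the mice are crossed between the conditions (2538 genes), and the next gave 1594. Sex chromosome genes do not account for the number, since 2.84% of these genes lie on X and Y against 2.85% of all tested genes. Background reads in EV line 2A alone are argued against, as 79.4% of the genes were called again without that line. EV line 2B stayed in that fit and resembled EV line 2A as a library. Their 10 most abundant genes held 13.7% and 15.2% of the counts, against at most 9.31% in the other EV lines. Genes with a read numbered 28517 and 36123, against at most 25143. EV lines 2A and 2B were not left out together, so a cause shared by these libraries was not tested. EV lines of mouse 2 that differ from each other are argued against by the same share, 79.4%, the lowest after leaving out EV line 2A, 2B or 2C. Without EV line 2C the number rose to 5522. The mice differ in sex. Any difference in their marrow, in how the lines were grown or in the EV libraries of mouse 2 remains open and was not tested. A difference in the EV lines of the 2 mice is thus a hypothesis only.

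Y-linked transcripts were found in all lines of mouse 1. Ddx3y, chosen after its values were seen, had a mean of 164 CPM (SD 8.75, n = 6) in the lines of mouse 1 and 1 to 4 counts in each line of mouse 2. Xist, transcribed from the inactive X chromosome, had a mean of 0.747 CPM in lines of mouse 1 and 922 ± 329 CPM (SD, n = 6) in lines of mouse 2. The methods list wild type animals as female. That both mice were female is argued against by Ddx3y, whose lowest count in a line of mouse 1 was 7467. Cells of 1 mouse mixed into lines of the other are argued against as well, since no line held more than 0.131% of the other mouse's mean level of Ddx3y, Eif2s3y, Kdm5d or Xist. Uty, a Y-linked gene of low level, was not part of this test. It was at 0.823 to 1.78 CPM in lines of mouse 1 and at 0.0385 to 1.10 CPM in lines of mouse 2, the highest in EV line 2A, which is not explained here. The values are consistent with a male mouse 1 and a female mouse 2. Each mouse gave equal numbers of EV and BCR-ABL1 lines, so sex is balanced between the conditions.

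Ighv2-2, a heavy chain V segment on chromosome 12 of GRCm38 (113588267 to 113588702), was chosen after its values were seen. It had a mean of 219 CPM in EV lines and 2.03 CPM in BCR-ABL1 lines (log2 fold change -6.68). In EV lines it held 94.7% to 99.1% of all counts on heavy chain V segments (95% Wilson bounds from 94.3% to 99.3%, on 7550 to 15316 counts), in lines of both mice. In BCR-ABL1 lines it held 1.27% to 22.6%, on 550 to 1048 counts. Cells of mouse 1 mixed into the EV lines of mouse 2 are argued against by Ddx3y, Eif2s3y and Kdm5d, at most 0.0476% of their mouse 1 level there, though not by Uty. Reads shared between V segments are argued against, since other members of the Ighv2 family held at most 0.162% of the counts in an EV line. A general fall of heavy chain transcripts would lower Ighm alike, but Ighv2-2 fell by 6.12 log2 relative to Ighm (SD of this ratio 0.188 in EV lines and 1.64 in BCR-ABL1 lines). Which cells or sequences give this segment in the EV lines remains open, and no biological explanation was tested.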

How the results depend on the processing

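The comparison of BCR-ABL1 with EV lines gave 901 higher and 976 lower genes. The test against no change gave 3389 and 3897, since it also calls changes under 1.5-fold. The lines of mouse 1 alone gave 2512 and 1877, and those of mouse 2 alone 614 and 408. Leaving out 1 line at a time gave 807 to 1353 higher and 802 to 1434 lower genes, the highest counts without EV line 2C. The cause was not tested. Under the other alternatives the counts lay within 1.5 times the reported ones: 918 and 926 with RLE, 1081 and 999 without a gene filter, 602 and 674 with a CPM of at least 1, 1025 and 1003 with the likelihood ratio fit, 795 and 651 with DESeq2, 923 and 765 with the line pair as replicate block, 955 and 842 with the GC and length correction, and 1197 and 939 with mouse block and this correction together. The mouse block with the likelihood ratio fit gave 1268 and 1121. Without a gene filter the median log2 fold change of all 40750 genes was -0.84, against -0.02 for the tested genes. The cause was not tested.

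Bcl6, Cxcr4 and Dusp10 were called under all 25 alternatives and Il7r under 24, with the same direction. A replicate block of mouse or line pair changed the calls of Ptpn22 (FDR 0.0105 and 0.0424) and Socs2 (0.0355 and 0.0493), and the line pair that of Socs1 (0.0615). It changed no other call among the 41 genes followed singly. Among 76 genes of the text, the pathways and Fig. 1, the mouse block gained 9 calls and lost 0, and the line pair gained 5 and lost 2. Mouse 2 lines alone lost 17 of the 76 and gained 2, and DESeq2 lost 2 and gained 1. At most 2 of the 76 reversed in any setting. Of the 41, leave-outs aside, 3 had log2 fold changes that reversed, none of them called where it did: Stat5a (-0.00517 with a CPM of at least 1, -0.10 in mouse 2 lines), Jak1 (0.25 in mouse 1 lines) and Crlf2 (0.13 with the GC and length correction and 0.13 with mouse block and this correction). The cause was not tested. Of the 41, 5 calls were lost in mouse 2 lines alone (Il7r, Cish, Socs1, Ccnd2 and Bcr), 5 were gained in mouse 1 lines alone (Ptpn6, Ptpn22, Socs2, Spred1 and Spry1) and 3 with the test against no change (Ptpn6, Socs2 and Jak2).

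The number of genes whose effect differs between the mice was 2536, and 1892 to 5522 with each line left out in turn, the highest without EV line 2C. It was 3276 with DESeq2, 3242 without a gene filter and 2526 with RLE.

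PC1 explained 42.8% of the variance without a gene filter, 74.1% over the 500 most variable genes, 44.6% with genes scaled to unit variance and 83.8% over the called genes, and PC1 and PC2 together 70.6%, 89.6%, 64.5% and 89.7%. Fewer genes, or genes chosen for their variance or their change, concentrate the variance on fewer components. The separation of the conditions was the largest of all splits tried with mouse as replicate block, with genes scaled to unit variance and without a gene filter, the alternatives it was run for.

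The gene set results depended on the method. With weight 0, 0 sets were higher, the JAK-STAT list had an NES of 1.45 (FDR 0.570) and the CXCR4 list 0.866. With camera 0 sets were higher and the FDR was 0.802 for both lists, and 0.175 for the JAK-STAT list without core genes, which was lower. With fry 7 sets were higher, the CXCR4 list had an FDR of 0.438, and the JAK-STAT list without core genes was lower at 0.0315, at 0.0403 with mouse as replicate block and at 0.0878 with the line pair. These blocks brought the CXCR4 list to 0.191 and 0.234 under fry. Permuting genes in place of lines gave the JAK-STAT list without core genes an NES of -1.34 (FDR 0.145). The cause was not tested, and the lower level of this list is no evidence of a fall, since genes chosen for their rise on these libraries had been taken out. RLE, no filter and log2 CPM left all 3 scores on their side of the threshold. Of the marker lists, 2 differed by camera, 4 by fry and 5 by fry with mouse as replicate block.

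Cxcl12, Il7, Tslp, Itgam, Pik3cb and Il22ra2 did not pass the gene filter, with at most 52 counts in any line (Il7). Whether depth or low expression limits them was not tested. All alternatives fixed at the start were run.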

Differences from the paper's values

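No value that the paper gives for a measure computed here differed from it by more than 1.5 times and more than the spread, on the scale of the paper's own table. The paper states a cumulative explained variance of 86.1%, and its text does not give the number of components. PC1 and PC2 explained 79.2% here, and PC1 to PC3 87.1%. The alternatives set before the data were examined gave sums of 64.5% to 89.7% for PC1 and PC2.

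The paper names Ptpn6 as deregulated by BCR-ABL1 and lists it past its threshold. Here the FDR of glmTreat on the quasi-likelihood fit was 0.0694 at a log2 fold change of -0.88, and the likelihood ratio fit gave 0.0645. Of the alternatives set before the data were examined, the test against no change (FDR 0.000669) and mouse 1 lines alone (FDR 2.66e-05) called it. It was also called without EV line 2C (FDR 0.00138), an alternative chosen after seeing the values.

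The paper names Ptpn22 as deregulated and lists it past its threshold as well. Here the FDR was 0.359 at a log2 fold change of -1.20, and 0.272 with the likelihood ratio fit. Of the alternatives set before the data were examined, mouse as replicate block (FDR 0.0105), line pair as replicate block (FDR 0.0424) and mouse 1 lines alone (FDR 0.0245) called it. Mouse block with the likelihood ratio fit (FDR 0.00325) and mouse block with the GC and length correction (FDR 0.0114), both chosen after seeing the values, called it too.

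Socs2 is among the core genes that the paper shows as upregulated in Fig. 1b. Its FDR was 0.205 here. It was called with the test against no change (FDR 0.0472), mouse as replicate block (FDR 0.0355), line pair as replicate block (FDR 0.0493) and mouse 1 lines alone (FDR 1.31e-08), and, chosen after seeing the values, with mouse block and the likelihood ratio fit (FDR 0.00417) and with mouse block and the GC and length correction (FDR 0.0417). Other genes of Fig. 1 without a call here were called with mouse as replicate block: Cd46, Itgal and Tyro3 of Fig. 1a, Il13ra1 and Pik3r5 of the core genes, and Il4ra and Il6st of both. Among 76 genes of the text, the pathways and Fig. 1, this block gained 9 calls, as against 13 with the test against no change, 13 in mouse 1 lines alone, 5 with the line pair block, 4 with the likelihood ratio fit, 2 in mouse 2 lines alone, which lost 17, and 1 with DESeq2, which lost 2. Of the alternatives chosen after seeing the values, mouse block with the likelihood ratio fit gained 11, mouse block with the GC and length correction 9, leaving out EV line 2C 7, and the GC and length correction and leaving out EV line 2B, BCR-ABL1 line 2B or BCR-ABL1 line 2C 1 each.

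The paper gives the CXCR4 pathway as positive and not significant. The hand-written CXCR4 list, which is another set of genes, had an FDR of 0.162, under the threshold of 0.25, with a permutation p of 0.136. Its FDR was above 0.25 with weight 0 (0.630), camera (0.802) and fry (0.438). It was under 0.25 with gene permutation (0.162), RLE (0.135), no gene filter (0.0334), fry with mouse (0.191) or line pair (0.234) as replicate block and, chosen after seeing the values, log2 CPM (0.00201, permutation p = 0.00216).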

Other observations

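The tests of IL7 withdrawal, of EV line 2A, of the marker lists, of myeloid cells and of random lists were chosen only after the result was seen. The tests of other splits of the lines, of GC content and of the correlation of Il7r with Cxcr4 were chosen before it.

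The comparison of BCR-ABL1 with EV lines called 1877 genes in all. Of 100 splits of the 12 lines into 6 and 6, the real one included, only 1, the real one, gave as many. The split by mouse gave 89, the largest of the other splits. Among the drawn splits, 6 part all 6 pairs of lines with the same mouse and letter, as the real one does, and these gave 0 genes. GC content or transcript length bias does not explain the calls, since 92.2% of the genes were still called after each line's trends with both were removed. Withdrawal of IL7 from the BCR-ABL1 lines cannot be told apart from BCR-ABL1, because 0 lines have the one without the other.

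In EV line 2A, 36123 genes had a read, against 20724 to 28517 in the other EV lines. Library size does not explain it, since its total count of 34791011 was the lowest. Olfactory and vomeronasal receptor genes, which pre-B cells do not use, summed to 240 CPM in EV line 2A and to at most 121 CPM in the others. Of these and 5 marker lists of other cell types, 4 of 6 lists in all had their highest sum among EV lines in EV line 2A. Stromal genes had 2.27 CPM there (at most 0.467 in the other EV lines) and mast and basophil genes 1.06 CPM (at most 0.253). T and NK genes had 138 CPM against at most 131, but they were expressed in all lines (65.8 CPM or more), so that this list says little about background, whereas myeloid genes (3.68 CPM) were higher in another EV line, at 3.72 CPM, and so were erythroid genes, at 8.97 CPM. Background reads spread over the genome may thus account for part of the pattern, but these values of a single library leave the explanation open. Cells of another type in EV line 2A are argued against for myeloid, mast or basophil, erythroid and stromal cells only, since the most abundant of their 51 marker genes, Itga2b, reached 2.07 CPM. T and NK genes were not part of this test, so such cells are not excluded.

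Marker lists of other cell types were compared between the conditions by camera. The p53 list (19 of 20 genes tested, 7 called higher and 1 lower) was higher in BCR-ABL1 lines and the light chain differentiation list (17 of 18 tested, 0 higher and 5 lower) was lower, each with an FDR of 0.000919, and both calls held under fry. The lists for B lineage (16 tested, 1 higher and 2 lower), myeloid (3 tested, 1 and 1), T and NK (5 tested, 0 and 2) and erythroid cells (3 tested, 1 and 1) had an FDR of 0.677. Under fry the myeloid list was higher (FDR 0.00684) and the T and NK list lower (FDR 0.00728). The erythroid list was called lower by fry with mouse as replicate block (FDR 0.0262) but not without it (FDR 0.0815). Its summed CPM went the other way, from 5.22 in EV to 9.69 in BCR-ABL1 lines. No gene of the mast and basophil and stromal lists was tested, and they summed to 0.249 and 0.573 CPM in EV lines and 0.0720 and 0.0798 CPM in BCR-ABL1 lines. The summed CPM of the light chain list fell from 4550 in EV to 2110 in BCR-ABL1 lines, and every BCR-ABL1 line (2027 to 2188) lay below every EV line (3593 to 5954). Most of this sum is Ighm, a heavy chain gene on the list, with a mean of 2888 CPM in EV and 1314 CPM in BCR-ABL1 lines. The fall of the sum is therefore not a measure of light chain transcripts. Igkc, the light chain constant gene, was at 364 and 54.1 CPM (scaled by TMM). The summed CPM of the p53 list went the other way from its test, from 1451 in EV to 1271 in BCR-ABL1 lines. As many lists differed in 26 of 100 splits of the lines, so the number of 2 lists is within what other splits of the lines give. That test counts lists and does not weigh how far a list changes.

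Genes of receptors used by myeloid cells were higher in BCR-ABL1 lines. Csf2rb2, Trem1 and Fcgr3, chosen after their values were seen, had log2 fold changes of 6.89, 5.61 and 5.47. Myeloid or mast cells in the BCR-ABL1 lines would bring their abundant transcripts, but among Lyz2, Mpo, S100a8, S100a9 and Cpa3 the highest level in a BCR-ABL1 line was 0.379 CPM, of Lyz2. Transcription of these receptor genes in the transformed cells themselves is a hypothesis that stays open, and reads of Csf2rb2 could be shared with Csf2rb.

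The paper reports a correlation of IL7R and CXCR4 in patients, which are not the samples here. Over the 6 EV lines, log2 CPM of Il7r and Cxcr4 gave a Pearson r of 0.948 (exact permutation p = 0.142, Benjamini-Hochberg 0.142 over 2 relations) and a Spearman rho of 0.03 (exact permutation p = 1). Without the 2 lines farthest from the median of Il7r, r was -0.40. EV line 2C alone may account for the r, since over the 5 other EV lines it was -0.55 (exact permutation p = 0.358). With RLE in place of TMM, r over the 6 EV lines was 0.945 and rho 0.26. With RLE, r was 0.08 without the 2 farthest lines and -0.27 over the 5 EV lines other than 2C. Within a mouse 3 lines are too few for a correlation. Over the 6 BCR-ABL1 lines r was 0.956 (exact permutation p = 0.00139, Benjamini-Hochberg 0.00278) and rho 1 (exact permutation p = 0.00278, Benjamini-Hochberg 0.00556), with an r of 0.962 without the 2 farthest lines and of 0.961 with RLE. In BCR-ABL1 lines 1A, 1B and 1C, Il7r was at 178, 189 and 183 CPM and Cxcr4 at 110, 118 and 115 CPM. In BCR-ABL1 lines 2A, 2B and 2C, Il7r was at 145, 173 and 166 CPM and Cxcr4 at 82.4, 96.0 and 93.0 CPM. Both genes were thus higher in each line of mouse 1 than in each line of mouse 2, and they had the same order of lines within each mouse. The 6 lines come from 2 mice, so the p-values treat lines of a mouse as independent, and the relation was not tested apart from the difference between the mice.

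Scores of the gene sets were compared with those of 100 random lists of 50 genes each. A ranking in which any list of genes scores high is argued against at that nominal level, since 4 of these lists had a positive score with a nominal p under 0.05 and 55 had a positive score. The gene sets were called by an FDR under 0.25 instead, which was not computed for the random lists. How many random lists would pass that threshold is therefore not known. Among the genes of the pathways named in the paper, 14 of 18 were tested, and 3 were called lower and 0 higher, with 0 higher also at an unadjusted p under 0.05. The 3 were Jak3, Bcr and Igkc (log2 fold change -2.75).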
